# Transcriptomic Analysis of Mouse Brain After Traumatic Brain Injury Reveals That the Angiotensin Receptor Blocker Candesartan Acts Through Novel Pathways

**DOI:** 10.3389/fnins.2021.636259

**Published:** 2021-03-22

**Authors:** Peter J. Attilio, Dustin M. Snapper, Milan Rusnak, Akira Isaac, Anthony R. Soltis, Matthew D. Wilkerson, Clifton L. Dalgard, Aviva J. Symes

**Keywords:** traumatic brain injury, angiotensin, RNA seq, hippocampus, candesartan, transcriptomic (RNA-Seq)

## Abstract

Traumatic brain injury (TBI) results in complex pathological reactions, where the initial lesion is followed by secondary inflammation and edema. Our laboratory and others have reported that angiotensin receptor blockers (ARBs) have efficacy in improving recovery from traumatic brain injury in mice. Treatment of mice with a subhypotensive dose of the ARB candesartan results in improved functional recovery, and reduced pathology (lesion volume, inflammation and gliosis). In order to gain a better understanding of the molecular mechanisms through which candesartan improves recovery after controlled cortical impact injury (CCI), we performed transcriptomic profiling on brain regions after injury and drug treatment. We examined RNA expression in the ipsilateral hippocampus, thalamus and hypothalamus at 3 or 29 days post injury (dpi) treated with either candesartan (0.1 mg/kg) or vehicle. RNA was isolated and analyzed by bulk mRNA-seq. Gene expression in injured and/or candesartan treated brain region was compared to that in sham vehicle treated mice in the same brain region to identify genes that were differentially expressed (DEGs) between groups. The most DEGs were expressed in the hippocampus at 3 dpi, and the number of DEGs reduced with distance and time from the lesion. Among pathways that were differentially expressed at 3 dpi after CCI, candesartan treatment altered genes involved in angiogenesis, interferon signaling, extracellular matrix regulation including integrins and chromosome maintenance and DNA replication. At 29 dpi, candesartan treatment reduced the expression of genes involved in the inflammatory response. Some changes in gene expression were confirmed in a separate cohort of animals by qPCR. Fewer DEGs were found in the thalamus, and only one in the hypothalamus at 3 dpi. Additionally, in the hippocampi of sham injured mice, 3 days of candesartan treatment led to the differential expression of 384 genes showing that candesartan in the absence of injury had a powerful impact on gene expression specifically in the hippocampus. Our results suggest that candesartan has broad actions in the brain after injury and affects different processes at acute and chronic times after injury. These data should assist in elucidating the beneficial effect of candesartan on recovery from TBI.

## Introduction

Traumatic brain injury (TBI) can result in permanent difficulties with sleep, concentration, memory and mood, even from a seemingly minor injury (Katz et al., 2015; Cole and Bailie, 2016; Giza et al., 2018; Paredes et al., 2020). Morbidity increases with the severity of injury (LoBue et al., 2019; Svingos et al., 2019). Damage from the initial impact, the primary injury, occurs even without external signs, or abnormal CT scans in patients (Schweitzer et al., 2019; Lefevre-Dognin et al., 2020). However, the primary lesion may cause significant internal injuries including axonal shearing and blood brain barrier damage (Laskowski et al., 2015; Ichkova et al., 2017). This injury also initiates secondary cascades of inflammation, oxidative stress, apoptosis and excitotoxicity that result in glial reactivity, further axonal damage, activation of the innate and acquired immune systems, dysfunction of neuronal circuitry, and interruption of cerebrovascular flow (Ling et al., 2015; Ichkova et al., 2017; Sullan et al., 2018; Sta Maria et al., 2019). These secondary cascades worsen the initial impact and provide a therapeutic window to intervene in order to reduce pathology and improve recovery (Diaz-Arrastia et al., 2014). However, despite many years of research, and over 30 clinical trials, there is no FDA approved therapy to treat TBI (Armstead and Vavilala, 2020; Figaji et al., 2017; Xiong et al., 2015). TBI impacts all cell types in the area of injury, so therapies that are broadly acting may have greater potential to succeed.

The renin angiotensin system (RAS) is predominantly recognized as a major regulator of systemic blood pressure and fluid homeostasis (Miller and Arnold, 2019; Mirabito Colafella et al., 2019). However, the brain expresses all components of the RAS, and it is not acknowledged that the brain RAS influences many aspects of brain function that are independent of the regulation of systemic blood pressure, including the stress response, limbic function, sensory responses, regulation of cerebral circulation and sympathetic activity (Wright and Harding, 2004; Krause et al., 2011; Bali and Jaggi, 2013; Kangussu et al., 2013; Marvar et al., 2014; Hurt et al., 2015; Wang et al., 2016a; Miller and Arnold, 2019; Yu et al., 2019). Angiotensin II, acting through the AT1 Receptor in neurons, astrocytes, microglia and endothelial cells, stimulates oxidative stress, inflammatory signaling, apoptosis and vasoconstriction (Saavedra, 2005; Saavedra et al., 2006; Pavel et al., 2008; Benicky et al., 2009; Villapol and Saavedra, 2015). As there are many similarities between some of the cascades activated after traumatic brain injury, and those initiated by AT1R signaling, it was proposed that AT1R signaling in different cell types could contribute to some of the adverse reactions after TBI (Thone-Reineke et al., 2006; Timaru-Kast et al., 2012). In support of this, mice that lack the AT1R have a smaller lesion after controlled cortical impact injury (Villapol et al., 2015). Further, drugs that block signaling through the AT1R can improve recovery after TBI in the mouse (Timaru-Kast et al., 2012; Villapol et al., 2012; Villapol et al., 2015; Janatpour and Symes, 2020). These drugs, called angiotensin receptor blockers (ARBs) have also been shown to be neuroprotective in rodent models of other disorders of the CNS including Parkinson’s disease, Alzheimer’s disease, stroke, cerebral hemorrhage and cerebral edema initiated by systemic inflammation (Kehoe, 2009; Villapol and Saavedra, 2015; Saavedra, 2017). Clinical trials have shown reduced incidence of stroke in patients on ARBs (Thone-Reineke et al., 2006; Sandset et al., 2010; Regenhardt et al., 2014). ARBs have also been shown to reduce the progression from mild cognitive impairment towards Alzheimer’s disease, and to reduce the incidence of Alzheimer’s disease in patients on long term ARB therapy for hypertension (Davies et al., 2011; Zhuang et al., 2016; Ho and Nation, 2017; Kehoe, 2018). This seems to be distinct from the general protective effects of controlling hypertension (Saavedra, 2016). Further, retrospective studies have shown that ARB therapy leads to lower symptoms of post-traumatic stress disorder (PTSD), and reduced markers for depression in specific populations (Khoury et al., 2012; Boal et al., 2016; Hurt et al., 2015). Patients with TBI often have overlapping symptoms with PTSD, including depression and sleep disruptions (Stein and McAllister, 2009; Howlett and Stein, 2016), and TBI increases the overall risk of Alzheimer’s disease (Chauhan, 2014; Crane et al., 2016; LoBue et al., 2019). Thus, treatment of TBI with ARBs has the potential to reduce both the acute and chronic consequences of the injury.

Many of the neuroprotective effects of ARBs have been attributed to their anti-inflammatory effects in CNS tissues acting through both AT1R dependent and independent mechanisms (Benicky et al., 2011; Saavedra, 2011; Villapol et al., 2015). A major AT1R independent effect of ARBs is the ability of some specific ARBs to act as PPARγ partial agonists (Schupp et al., 2004; Miura et al., 2011). Telmisartan, candesartan, losartan and irbesartan have this dual ability to differing effects (Benson et al., 2004; Schupp et al., 2004; An et al., 2010). Stimulating PPARγ in addition to AT1R antagonism provides a dual mechanism to act in an anti-inflammatory manner and broadens the range of cells that ARBs will reach to improve recovery. Indeed, PPARγ activity is prominent in microglia and oligodendrocytes whereas there is some dispute about AT1R signaling in these cells *in vivo* (Bernardo and Minghetti, 2006; Kapadia et al., 2008; McCarthy et al., 2013; Wu et al., 2013; Xu et al., 2015). Additionally, some ARBs also can activate AMPK signaling within microglia, and potentially have other effects on different signaling pathways (Xu et al., 2015). We have previously shown that the ARB, candesartan, can improve behavioral and pathologic recovery after controlled cortical impact injury in mice (Villapol et al., 2012, 2015). Candesartan, administered 6 hours after injury, increases cognitive function four weeks after injury, reduces lesion volume, and reduces astrocyte and microglial activation (Villapol et al., 2012, 2015).

In order to understand better the mechanisms through which candesartan acts after TBI, we have performed RNA seq analysis on different brain regions at 3 and 29 days post injury in order to determine how candesartan treatment alters the response to injury. We examined gene expression in the hippocampus, the region immediately under the lesion, the thalamus where the cortical thalamic neurons have their cell bodies and the hypothalamus, the site of the most dense expression of AT1R in the brain (Lenkei et al., 1997). We used a low subhyptotensive dose of candesartan, that we and others have previously shown to enhance recovery in this mouse model of TBI (Timaru-Kast et al., 2012; Villapol et al., 2012, 2015). We found that the clearest gene expression differences were found between different brain regions independent of injury status. Injury had stronger effects at a more acute time point [3 days post injury (dpi)], and the effects of candesartan were more muted. Nevertheless, we were able to determine that candesartan influenced numerous pathways after injury in mice at both 3 and 29 dpi, with the largest effects found in the hippocampus. Understanding the molecular mechanisms of these treatments in animal models may assist in determining pathways that are critical to drug efficacy and provide biomarkers of drug target engagement.

## Materials and Methods

### Animals

All animal studies were approved by the Uniformed Services University of the Health Sciences (USUHS) Institutional Animal Care and Use Committee and were conducted in accordance with the NRC guide to the Care and Use of Laboratory Animals. Adult male age-matched (8-10 week old) C57BL/6 mice weighing 20–25g were obtained from Charles River Laboratories (Frederick, MD, United States). All mice were kept under 12:12 h light and dark cycle with access to food and water *ad libitum*. Five mice were housed in each cage. After arrival, mice were acclimatized for one week before use. Animals were randomly assigned to receive a controlled cortical impact (CCI) injury or sham injury as well as treatment with candesartan or vehicle.

### Controlled Cortical Impact Injury

Animals in the injury group were given a moderate brain injury utilizing a CCI. The CCI was performed on the animals as previously described (Villapol et al., 2012). In brief, animals were anesthetized with isoflurane (3% induction, 2% maintenance) and placed into a stereotactic mount. The animal’s scalp was shaved and the head secured with ear bars. A 3 mm craniectomy was made (2 mm lateral (left), 2 mm caudal to bregma) over the location of the impact site. A pneumatic impactor (Impact One stereotaxic impactor Leica Microsystems, Buffalo Grove, IL, United States) with a 2mm rounded impact tip was used to deliver the CCI (3.6 m/s, 1.5 mm depth, 100 ms dwell time, 12° angle to the dura mater). The scalp was then sutured closed and the animal allowed to recover prior to placing back in the cage. Sham animals received the same exposure to anesthesia and scalp excision, but without a craniectomy or injury.

### Drug Treatment

Candesartan can cross the blood brain barrier (Nishimura et al., 2000) so we administered it peripherally either through intraperitoneal (i.p.) injection (3 day cohort), or osmotic minipump (29 day cohort). Candesartan was resuspended in 0.1N Na_2_CO_3,_ pH 7.4, and administered at 0.1 mg/kg/day. All mice received their first dose of either candesartan (Tocris Bioscience, Minneapolis, MN, United States # 4791) or vehicle (0.9% saline and 0.1N Na_2_CO_3_ at pH = 7.4) six hours after the CCI or sham procedure through i.p. injection. Mice in the 3 day cohort received two subsequent i.p. injections at 24- and 48-h after CCI, before sacrifice at 3 dpi. Mice in the 29-day cohort were surgically implanted with an osmotic pump (#1004, Alzet, Cupertino, CA, United States) 24 h after the CCI or sham procedure. Pumps were placed in the lower back through a tunneled incision at the base of the neck under isoflurane anesthesia. Prior to implantation the osmotic pumps were primed with candesartan or vehicle at 37°C overnight.

### Brain Region Isolation and RNA Extraction

At either 3 or 29 dpi, mice were anesthetized with ketamine and xylazine and perfused with ice-cold filtered 0.9% saline solution and decapitated. Brains were removed and individual brain regions dissected. Tissue was placed into TRI reagent (Zymo Scientific, Tustin, CA, United States # R2050-1-50) and triturated through a 22G needle followed by a 25G needle. RNA was extracted utilizing the Direct-zol RNA MiniPrep kits (Zymo Research, # R2025) according to the manufacturer’s instructions. RNA was quantified by UV spectrometry with a NanoDrop^TM^ UV-Vis Spectrophotometer (Thermo Scientific, United States). RNA quality for the RNA sequencing was assessed using the BioRad Experion Automated Electrophoresis System (BioRad, Hercules, CA, United States). RNA quality for qPCR was checked by agarose gel electrophoresis.

### RNA Sequencing

The four highest quality RNA samples per group were identified, aliquoted, given unique identifiers, and sent to the Collaborative Health Initiative Research Program (CHIRP) American Genome Center at USUHS for processing. Total RNA integrity was assessed using automated capillary electrophoresis on a Fragment Analyzer (Roche). For all samples RQI > 8.0, a total RNA amount of > 75 ng was used as input for library preparation using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, United States). Sequencing libraries were quantified by PCR using KAPA Library Quantification Kit for NGS (Kapa, Wilmington, MA, United States) and assessed for size distribution on a Fragment Analyzer. Sequencing libraries were pooled and sequenced on a HiSeq 3000 System (Illumina) using a HiSeq 3000/4000 PE Cluster Kit and SBS Kit (150 cycles) with run conditions of paired-end reads at 75 bp length. Raw sequencing data were demuxed using bcl2fastq2 conversion software 2.20.

#### Bioinformatics Analysis

RNA-seq samples were aligned to the mouse genome (mm10) using MapSplice (v. 2.2.1), expression quantification of individual genes was performed using HTSeq (v. 0.9.1), and differential gene expression was performed using DESeq2 (v 1.16.1). Individual groups were compared to sham mice and differentially expressed genes (DEGs) were identified with a false discovery rate of 0.05 and an absolute log2 fold-change (abs log2 FC) > 0.32.

### Unique Gene ID and Gene Ontology Analysis

Differentially expressed genes that were unique to either the TBI-candesartan or the TBI-vehicle group at each time point within the hippocampal data were identified for both up-regulated and down-regulated DEGs. Gene Ontology (GO) analysis was performed on unique up- and down-regulated DEGs altered by candesartan and vehicle after TBI at 3 dpi and 29 dpi in the hippocampus, using the PANTHER Overrepresentation Test (Release 20190429) with the Mus musculus GO database (Released 2020-06-01^1^). GO biological process terms were identified using a Fisher’s Exact test and a false discovery rate of 0.05 (Ashburner et al., 2000; Mi et al., 2017).

### Pathway Enrichment Analysis

Pathway enrichment analysis was performed on unique up- and down-regulated DEGs altered by candesartan and vehicle after TBI at 3 dpi in the hippocampus, using Molecular Signatures Database v7.1 (MSigDB v7.1^2^) (Subramanian et al., 2005; Liberzon et al., 2015). DEGs were converted to Mouse Ensemble IDs (species: Mus musculus), which were used as the input gene list. The analyses included the selected canonical pathway databases: BIOCARTA^3^, KEGG^4^, PID^5^, and REACTOME^6^. Pathways were identified using a Fisher’s exact test with a false discovery rate of less than 0.05. A minimum gene set size of 5, and a maximum gene set size of 350 were used as additional filters.

### Functional Interaction Network

A functional interaction network was created using Cytoscape (v3.8.0) with the ReactomeFIViz plugin (v.7.2.3) (Shannon et al., 2003; Wu and Haw, 2017). To create the network, the up-regulated DEGs in the TBI candesartan group at 3 dpi in the hippocampus were used as input for the gene set analysis feature (Reactome FI Network Version 2019). Unlinked genes were not included in the analysis. The network was then clustered into functional modules and were further analyzed for pathway enrichment using a false discovery rate of less than 0.05.

### qPCR

cDNA was synthesized using SuperScript III (Life Technologies) and qPCR performed with PerFecTa SYBR Green mastermix (QuantaBio, Beverly, MA, United States) in a CFX96 Thermocycler (Bio-Rad). The following primers were used: Vim - forward 5′-GCCAGATGCGTGAGATGGA-3′, reverse 5′-GGC GATCTCAATGTCCAGGG-3′; Lyz2 (lysozyme C-2 precursor) - forward 5′-AGCACTGTACCCCACCATTT-3′, reverse 5′-CTT TTCCTTCTCAGGGGTGTG-3′, Gpnmb (glycoprotein NMB) - forward 5′-CTGCTTTAAAGACCCAGACTCC-3′, reverse 5′-ACTTACTTGTACAGCAAGATGGTAA-3′; C4b (complement C4B) - forward 5′-ACTTACTTGTACAGCAAGATGGTAA-3′, reverse 5′-ACACTGTGCTCTGGAGATGT-3′, Ywhaz forward 5′-CTTTCTGGTTGCGAAGCATT-3′, reverse 5′-TTGAGCAG AAGACGGAAGGT-3′; Rpl13 forward 5′-CTTTTCCCAG ACGAGGATATTCC-3′, reverse 5′-CCAGCCGTTTAGGCA CTCT-3′. Target gene expression was normalized to the housekeeping genes Rpl13 or Ywhaz using the delta threshold cycle (ΔΔCt) method (Susarla et al., 2011) and analyzed with Bio-Rad CFX Manager 2.0 software.

### Statistical Analysis for qPCR

All data are expressed as mean + SEM. Statistical analysis was performed utilizing Prism software (version 8.1). Relative gene expression determined by qPCR was compared between sham and injured groups, and between vehicle and drug treated groups using a two-way ANOVA with Holm’s Sidak multiple comparisons correction. *P* < 0.05 was considered statistically significant.

## Results

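The data behind the results that follow are 96 RNA-seq libraries, 48 at 3 days post-injury (dpi) and 48 at 29 dpi, from the hippocampus, thalamus and hypothalamus. Each region and time point has 4 groups of 4 libraries: sham injury with vehicle (Sham + VH), sham injury with candesartan (Sham + CD), injury with vehicle (TBI + VH) and injury with candesartan (TBI + CD). Controlled cortical impact is a model of traumatic brain injury (TBI) in which a piston strikes the exposed cortex after a craniotomy, and the sham mice had a skin incision without a craniotomy. Candesartan blocks the angiotensin AT1 receptor. The mice of the 3 dpi group were injected with 0.1 mg/kg at 6, 24 and 48 h after injury. The mice of the 29 dpi group were injected with 0.1 mg/kg at 6 h and then carried an osmotic pump, placed 24 h after injury, that delivered 0.1 mg/kg per day. The time points therefore differ in the route of the drug as well as in the time after injury. The labels number the libraries of a group from 1 to 4, and neither the labels nor the paper's text says that a number marks the same mouse, litter or day in different groups.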

We determined gene expression in three different brain regions of mice at either 3 days or 29 days after controlled cortical impact or sham injury. Mice were treated either with candesartan (0.1 mg/kg/day) or vehicle, starting 6 hours after injury (Figure 1). 

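Polyadenylated RNA was made into stranded paired-end libraries, and the authors aligned the reads to the mm10 mouse genome with MapSplice and counted them on genes with HTSeq. They deposited the counts without normalization for 32594 genes listed by symbol, of which 7369 had a count of 0 in every library at 3 dpi and 7312 at 29 dpi. The paper's text names neither the gene annotation nor the rule for reads that fit more than 1 gene, so reads from close paralogs can be missing or shared. Counts per library in the hippocampus at 3 dpi ranged from 19683802 to 27452743, with medians of 24925125 in Sham + VH, 25174760 in TBI + VH, 23192406 in Sham + CD and 25149112 in TBI + CD. In the thalamus at 3 dpi the range was 17440742 to 29956621, with group medians in the same order of 24556779, 24183775, 24042776 and 20151002, and in the hypothalamus 17150610 to 31253784, with medians of 27516140, 22944450, 24380875 and 22102374. The hippocampal libraries at 29 dpi spread more widely. They held 8159341 to 38589791 counts in Sham + VH (median 20299918), 11283868 to 33521439 in TBI + VH (19322490), 6663629 to 33091604 in Sham + CD (28947892) and 23037224 to 33510448 in TBI + CD (28369361). The thalamus at 29 dpi had 13596821 to 33713635 counts, with medians of 27579178, 31825220, 26359043 and 23404666, and the hypothalamus 14850783 to 35631736, with medians of 25900198, 30060443, 23106052 and 27145223. No pair of libraries of a group was identical: over 144 pairs the chi-square statistic per degree of freedom between their counts was 2.75 to 51.4, where counting error alone gives about 1. For each region and time point the 16 libraries were fitted together with edgeR, after its filter on low counts and its TMM normalization, and compared by its 2-sided quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested in that comparison. As in the paper, a DEG is a gene with a false discovery rate (FDR) under 0.05 and an absolute log2 fold change above 0.32. Expression is given as counts scaled to a common library total (CPM) with the TMM factors, and errors of log2 fold changes are standard errors (SE) from the fit. Gene lists were tested with fry, a rotation test from limma, on the same fits, with adjustment over 1200 list tests.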

Gene expression was determined in the ipsilateral hippocampus, thalamus or hypothalamus by bulk mRNA seq analysis.

**FIGURE 1:**
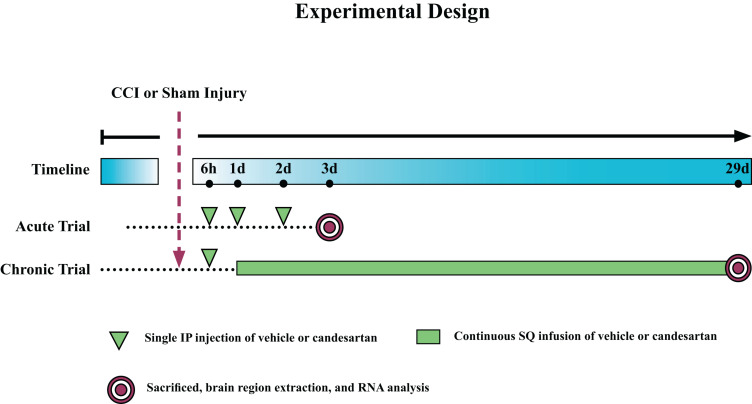
Experimental Design. Mice were subjected to controlled cortical impact (CCI) or sham injury and sacrificed at either 3 days post-injury (dpi) (acute) or 29 dpi (chronic). Mice in the acute trial received three 0.1 mg/kg intraperitoneal (IP) injections of candesartan or vehicle at 6, 24, and 48 h post-injury. Mice in the chronic trial received an initial dose of 0.1 mg/kg candesartan or vehicle at 6 h post-injury and then at 1 dpi, were implanted with osmotic pumps with continuous SQ infusion of candesartan or vehicle (0.1 mg/kg/day) until sacrifice. Brains were removed and the hippocampus, thalamus, and hypothalamus dissected, and RNA isolated from these regions.

### Semi-Supervised Hierarchical Clustering and Principal Component Analysis

After quality analysis of samples, the genes were mapped utilizing semi-supervised hierarchical cluster according to the median absolute deviation (MAD) of the gene transcripts per million (TPM) (Figure 2) for both 3 and 29 dpi cohorts. 

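The libraries were grouped on log2 CPM, with a prior count of 2, of the 5000 genes with the largest median absolute deviation at each time point, by average linkage of 1 minus the correlation between libraries. CPM took the place of TPM because the gene lengths behind the paper's TPM are not part of the files. When the tree was divided into 3 clusters, 48 of 48 libraries at 3 dpi and 48 of 48 at 29 dpi lay in the cluster of their own region. The same held with Ward linkage, with the 1000 most variable genes, with all genes past the filter, with genes scaled to unit variance and with genes ranked on linear CPM.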

The hierarchical clustering showed the greatest differentiation among the samples by brain region at either time point. 

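Within the hippocampus at 3 dpi, dividing the 16 libraries into 2 branches placed all 8 injured libraries in one branch and all 8 sham libraries in the other, so that 16 of 16 matched their injury status. With the 1000 most variable genes the match fell to 10 of 16. The same division at 3 dpi matched 9 of 16 libraries in the thalamus and 11 of 16 in the hypothalamus, where a division that ignores injury would match at least 8. The hippocampal tree at 29 dpi split off a single library, for a match of 9 of 16.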

The second greatest differentiation in clustering occurred only within the hippocampus in the 3 dpi samples and showed differentiation between RNA taken from TBI and Sham mouse brains. 

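To measure separation by candesartan, the share of the sum of squares between vehicle and candesartan groups of the same injury status was compared with all 4900 ways of dividing the libraries in that manner, in an exact permutation test on the upper tail. The share was 13.6% in the hippocampus at 3 dpi (exact p = 0.0237, 0.119 after adjustment over the 12 shares tested for injury and for candesartan), 11.5% in the thalamus (exact p = 0.678) and 8.86% in the hypothalamus (exact p = 0.884). With genes ranked on linear CPM the hippocampal share at 3 dpi was 7.73% (exact p = 0.0571). The shares at 29 dpi were 13.0% in the hippocampus, 11.4% in the thalamus and 18.9% in the hypothalamus, with exact p = 0.27, 0.831 and 0.128.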

We did not observe defined clustering according to candesartan treatment in either time point or in any brain region. These observations were confirmed by principal component analysis (PCA) (Figure 3). 

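In a principal component analysis of the 48 libraries at each time point, brain region accounted for 72.4% of the sum of squares at 3 dpi and 72.2% at 29 dpi. The first component held 54.2% and 52.2% of the variance and the second 19.3% and 21.1%. Region accounted for 99.5% and 98.9% of the spread along the first component and for 95.6% and 97.2% along the second. Over the alternatives the share of region lay between 63.9% and 87.6% at 3 dpi and between 63% and 88.9% at 29 dpi. Genes scaled to unit variance gave the lowest values and genes ranked on linear CPM the highest.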

The largest observed variation was between samples taken from the different brain regions regardless of injury status or candesartan treatment at either time point (Figures 3A,B). The second largest variation was observed between the samples taken from the hippocampus at 3 dpi after TBI and sham injury. This difference had almost disappeared at 29 dpi in the hippocampal samples and was not detectable in the samples taken from the thalamus or hypothalamus at either 3 or 29 dpi.

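In the 16 hippocampal libraries at 3 dpi, injury accounted for 44.4% of the sum of squares, more than any other of the 6435 ways of dividing the libraries into groups of 8 (exact p = 0.000155, the smallest possible). The first component of these libraries held 48.2% of the variance, and injury accounted for 91.3% of the spread along it. The genes with the largest weights were Tgm1, Timp1, Cd5l and Lcn2. The second component held 15.6%, injury accounted for 0.315% of its spread, and its leading genes were Ttr, Slc4a5, Tmem72 and Kcne2, which are expressed in the epithelium of the choroid plexus. These leading genes were named after their values were seen.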

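At 29 dpi injury accounted for 11.8% of the sum of squares in the hippocampus (exact permutation test, p = 0.0297, 0.119 after adjustment), for 13.1% (exact p = 0.0668) with the 1000 most variable genes, 11.3% (exact p = 0.0277) with all genes past the filter, 12.1% (exact p = 0.00326) with genes scaled to unit variance and 13.8% (exact p = 0.0462) with genes ranked on linear CPM. It separated the libraries along the second component, which held 13.2% of the variance and had Itgax, Tgm1, Cst7 and Cybb as leading genes. Injury accounted for 57.1% of its spread (exact p = 0.00124). The first component held 27%, again with Ttr, Tmem72, F5 and Kcne2 in front. In the thalamus the share of injury was 9.42% at 3 dpi (exact p = 0.0623) and 6.78% at 29 dpi (exact p = 0.382), and in the hypothalamus 11.1% (exact p = 0.102) and 4.77% (exact p = 0.641). The second component of the thalamus at 3 dpi held 11.3% of the variance, and injury accounted for 46.4% of its spread (exact p = 0.000311). Sham + CD replicate 4, at -4.49, nevertheless lay among the injured libraries (-15.5 to -2.59). Its leading genes were Ttr, Kcne2, Kcnj13 and Tmem72, again with genes of the choroid plexus, so this share need not be a response of the thalamus to injury. The third component of the thalamus at 29 dpi held 9.65% and was led by Slc6a3, Chrna2, Cst7 and En1. Injury accounted for 32.6% of its spread (exact p = 0.0222, not adjusted over the components). The first component of the hypothalamus held 44.3% at 3 dpi and 42.6% at 29 dpi and was led by Ccdc153 and Tmem212, genes of motile cilia. The leading genes of these components, too, were named after their values were seen.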

**FIGURE 2:**
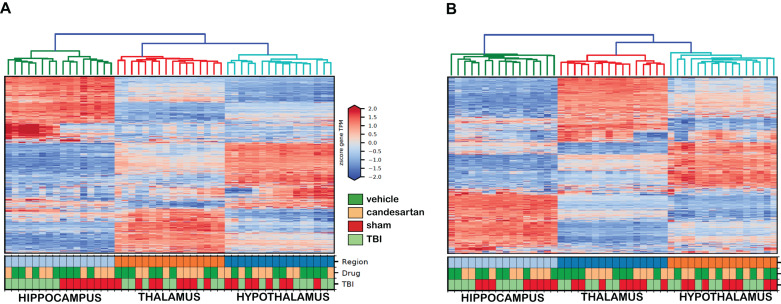
Semi-Supervised Hierarchical Clustering of Genes at 3 and 29 dpi. The top 5,000 genes according to median absolute deviation (MAD) of the gene transcripts per million (TPM) across all samples underwent semi-supervised hierarchical clustering (*n* = 4/group). Samples clustered primarily by brain region at 3 dpi **(A)** and at 29 dpi **(B)**.

**FIGURE 3:**
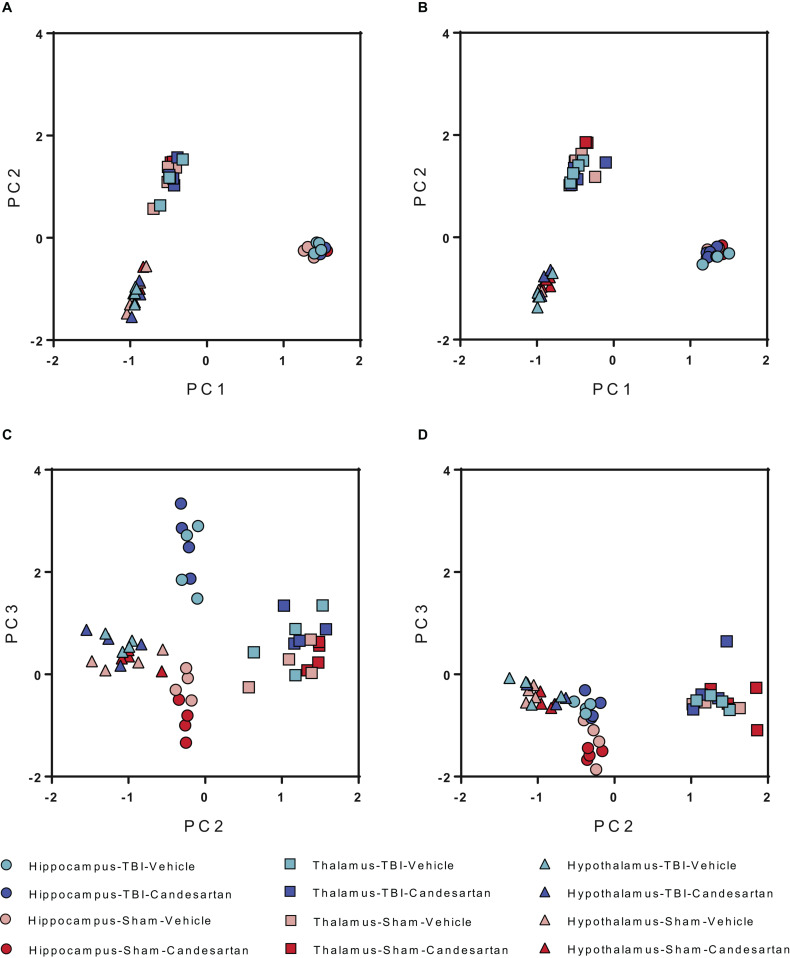
Principal Component Analysis (PCA) of Differentially Expressed Genes at 3 and 29 dpi. PCA analysis shows the largest differences between brain regions at both **(A)** 3 dpi and **(B)** 29 dpi for all conditions. Differences are also seen between TBI and sham in the hippocampus at **(C)** 3 dpi but not at **(D)** 29 dpi (*n* = 4/group).

### Differential Gene Expression

Differential gene expression analysis was performed within each brain region at each time point, comparing the gene expression after TBI +/− candesartan treatment to that in the sham injury and vehicle treated group (Sham + VH). As the intent of the project was to identify changes in gene expression due to candesartan treatment, we chose to identify DEGs with a log2 > 0.32 as larger cut offs were associated only with changes caused by TBI. The number of differentially expressed genes (DEGs) for each condition are listed in Table 1.

**TABLE 1:** Total Differentially Expressed Genes.

**3DPI**	**29DPI**	*Total number of differential expressed genes found in the hippocampus, thalamus, and hypothalamus after TBI +/− candesartan (CD) treatment in comparison with genes expressed in those regions in sham + vehicle (VH) mice at 3 and 29 dpi. Differentially expressed genes (DEGs) were identified with a false discovery rate of 0.05 and an absolute log2 fold change > 0.32. VH, vehicle; CD, candesartan.*

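The edgeR tests covered 16756 genes in the hippocampus, 16762 in the thalamus and 16946 in the hypothalamus at 3 dpi, and 16832, 16957 and 17165 genes at 29 dpi. Counts were simulated from the hippocampal libraries at 3 dpi with 200 genes changed in 1 group of 4, some also in another. The changed genes had a mean of at least 1 CPM, and the test called 158 of them, or 79%. It found 47% of the genes with a true log2 fold change of 0.5, 91% of those with 1 and 98.5% of those with 2, and made 4 false calls over the 16433 genes tested. The simulated genes varied independently of one another, so these values need not hold for the libraries. In the libraries, a split of the sham hippocampi at 3 dpi other than the real one called 345 genes. Read against Sham + VH, the comparisons with the most DEGs were those of the injured hippocampus at 3 dpi, and the numbers for each region follow.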

The largest number of DEGs were found in the hippocampus at 3 dpi. This region is closest to the cortical lesion and therefore the most altered by the injury. 

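In the hippocampus at 3 dpi, 2030 genes were DEGs in TBI + CD, 1719 of them up-regulated and 311 down-regulated, and 1796 in TBI + VH, 1507 up-regulated and 289 down-regulated. Which test was used moved these totals little: DESeq2 called 2118 and 1888, and 1959 and 1739 of these were also called by edgeR. The largest change came from adding a score for choroid plexus content (the mean log2 CPM of 30 genes of its epithelium) to the model. It gave 1287 and 679, of which 1152 and 632 were among the genes called without it. With the score 1180 genes were up-regulated and 107 down-regulated in TBI + CD, and 663 and 16 in TBI + VH. The 30 genes themselves were left out of this fit. The score differed from that of Sham + VH by -3.09 in TBI + VH and -2.48 in TBI + CD. The covariate therefore also takes up part of any injury effect, and the lower counts do not show which DEGs come from choroid plexus. The epidermal transglutaminase gene Tgm1 (chromosome 14, 55700009 to 55713926 on GRCm38) rose from 0.0971 CPM in Sham + VH to 57.03 CPM in TBI + VH, a log2 fold change of 9.10 (SE 0.80, FDR 5.67e-07 from edgeR). In TBI + CD its log2 fold change was 9.08 (SE 0.80). Timp1, an inhibitor of metalloproteinases, rose by 6.37 (SE 0.65) in TBI + VH and 6.25 (SE 0.65) in TBI + CD on the log2 scale. Cd5l had a count of 0 in every Sham + VH library and 12 to 195 counts in the TBI + VH libraries. For DEGs with a mean of at least 1 CPM whose groups did not overlap, the largest decreases in TBI + VH were those of Cdh3 (-6.61), Tmem72 (-6.41) and Kcnj13 (-6.20), and in TBI + CD those of Ogn (-1.74, SE 0.28), 1700003M02Rik (-1.47) and Cfap43 (-1.25). Tmem72 fell in Sham + CD as well, and its counts in Sham + VH ranged from 0.451 CPM in replicate 3 to 20.67 CPM in replicate 4.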

At 3 dpi, the hippocampus showed a large effect in both TBI groups with 1732 DEGs identified in the TBI with candesartan treated group (TBI + CD) and 1540 DEGs identified in the TBI and vehicle treated group (TBI + VH) (Supplementary Table 1). A TBI effect was identifiable within the thalamus but fewer DEGs were noted compared to those in the hippocampus. This included 56 DEGs in the TBI + VH group and 66 DEGs with candesartan treatment (TBI + CD) (Supplementary Table 1). 

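In the thalamus at 3 dpi, 50 genes in TBI + VH and 70 in TBI + CD were DEGs, all of them up-regulated. The number rested on the test and on single libraries. For TBI + VH, DESeq2 gave 91 DEGs, and 57 with shrunken fold changes. A fit of only the 8 libraries compared gave 3 (Fcrls, Ly86 and Tyrobp), and leaving out 1 library at a time gave 24 to 79. The value was 24 without Sham + VH replicate 2 or without TBI + VH replicate 1 or 2, 26 and 31 without Sham + VH replicates 4 and 3, and 79 without TBI + VH replicate 4. For TBI + CD, DESeq2 gave 128, and 66 with shrunken fold changes. The fit of the 8 libraries gave 27, and leaving out libraries gave 31 to 65. The value was 31 without Sham + VH replicate 3 or 4 or TBI + CD replicate 3. It was 38 without Sham + VH replicate 2 and 39 without TBI + CD replicate 1. With a mean of at least 1 CPM and no overlap between the groups, the DEGs with the largest increases in TBI + VH were Top2a, Mki67 and C4b. Top2a, which dividing cells express, rose from 0.479 to 2.84 CPM, a log2 fold change of 2.55 (SE 0.35, FDR 0.00362), and by 2.37 in TBI + CD. Mki67 rose by 2.25 in TBI + VH and 2.14 in TBI + CD. C4b rose from 18.2 to 63.5 CPM in TBI + VH (log2 fold change 1.80, SE 0.26) and to 67.8 CPM in TBI + CD (1.90). Gfap rose by 1.68 (FDR 0.0269) and 1.63 (FDR 0.0276).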

At 29 dpi, the largest number of DEGs was again observed in the hippocampus. However, their number was far smaller than at 3 dpi with 89 DEGs in vehicle alone (TBI + VH) and 40 DEGs with candesartan treatment (TBI + CD). 

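In the hippocampus at 29 dpi, edgeR called 89 DEGs in TBI + VH, 88 of them up-regulated, and 20 in TBI + CD, 19 of them up-regulated. DESeq2 called 140 and 52, and leaving out 1 library at a time gave 6 to 25 in TBI + CD. Its value was 6 without Sham + VH replicate 3, 9 without Sham + VH replicate 4 or TBI + CD replicate 3, 10 without Sham + VH replicate 2 or TBI + CD replicate 2, and 11 without TBI + CD replicate 4. Fitted with only the 8 libraries compared, TBI + VH had 42 DEGs and TBI + CD 9. Of the DEGs with a mean of at least 1 CPM whose groups did not overlap, Itgax, Clec7a and C3 had the 3 largest increases in both injured groups. Clec7a rose by 3.31 in TBI + VH and 2.30 in TBI + CD, and C3 by 2.83 and 2.31, on the log2 scale. The down-regulated gene was Tex40 in TBI + VH (-0.66, FDR 0.0373) and Malat1 in TBI + CD (-0.76, SE 0.11, FDR 0.00387).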

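In the thalamus at 29 dpi edgeR called 0 DEGs in TBI + VH (419 genes at an unadjusted p under 0.05) and 0 in TBI + CD (815 genes, smallest FDR 0.163). DESeq2 called 0 and 22, and with shrunken fold changes 0 and 5, which were Arl4d, Ddit4, Dock2, Malat1 and Nfkbia. Without TBI + CD replicate 1 edgeR called 10 in TBI + CD, and 1 without Sham + VH replicate 1. In the hypothalamus at 3 dpi edgeR called 0 in TBI + VH (577 genes at an unadjusted p under 0.05) and 0 in TBI + CD (653 genes, smallest FDR 0.508). DESeq2 called 0 and 3, which were C4b, Cd68 and Mki67, and with shrunken fold changes 0 and 1, C4b. At 29 dpi the hypothalamus had 1 DEG in TBI + VH, the long non-coding RNA Malat1, and 0 in TBI + CD by edgeR (662 genes at an unadjusted p under 0.05). DESeq2 called 2 in TBI + VH, Malat1 and BC071253, and 1 in TBI + CD, Egr1, with and without shrunken fold changes. Malat1 (chromosome 19, 5795690 to 5802672) had 436 ± 53.5 CPM in Sham + VH and 872 ± 99.6 CPM in TBI + VH (SD, n = 4), a log2 fold change of 1.00 (SE 0.14, FDR 0.0306 from edgeR). It was not called without any 1 of the Sham + VH libraries, without TBI + VH replicate 1, 2 or 3, or without Sham + CD replicate 1, 2 or 3 or TBI + CD replicate 1, which share the estimate of spread.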

The effect of TBI in the thalamus at 29 dpi had nearly completely dissipated and the hypothalamus showed little effect at either 3 or 29 dpi.

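Between Sham + CD and Sham + VH hippocampi at 3 dpi, edgeR called 251 DEGs, with 2511 genes at an unadjusted p under 0.05. DESeq2 called 450, of which 248 were among the 251, and 430 with shrunken fold changes. The number depended on every library. Without Sham + VH replicate 3 it was 553, and without any other single library it was between 0 and 2: 1 without Sham + VH replicate 1 or Sham + CD replicate 3, 2 without Sham + CD replicate 1, and 0 without Sham + VH replicate 2 or 4 or Sham + CD replicate 2 or 4. With the score for choroid plexus content in the model, 0 genes were called by edgeR, with 855 at an unadjusted p under 0.05 and a smallest FDR of 0.844.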

Interestingly, at 3 dpi, there were a large number of DEGs identified in the hippocampus of mice after candesartan treatment in the sham group (Sham + CD) compared to the Sham + VH group. A total of 384 genes were differentially expressed in response to candesartan treatment in the sham mice at this time point. 

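The largest decreases among the DEGs with a mean of at least 1 CPM and no overlap between the groups were those of Kcne2, Cdh3 and Tmem72. Kcne2, which encodes a subunit of potassium channels and lies on chromosome 16 from 92292389 to 92298129, had 30.4, 23.7, 0.615 and 26.2 CPM in Sham + VH replicates 1 to 4 and 0.2 to 0.383 CPM in the Sham + CD libraries. Its log2 fold change was -6.17 (SE 1.27, FDR 0.0266 from edgeR). Cdh3 changed by -6.14 (SE 1.30, FDR 0.0286) and Tmem72 by -5.97 (SE 1.42, FDR 0.0408). Ttr, the most abundant of the 30 genes of choroid plexus epithelium, had 6123, 3857, 153 and 4089 CPM in Sham + VH and 35.3, 36.4, 80.0 and 61.5 CPM in Sham + CD. All 30 genes of that list were lower in Sham + CD, 26 of them as DEGs, with a median log2 fold change of -3.99 (fry FDR 0.063). Many of the 30 are also in the paper's tables, and in a list of 11 tested genes of the same epithelium of which none is in the paper's tables, 11 of 11 were lower, with a median of -3.03 (FDR 0.123). After Ttr, the most abundant were Car12, Kl and Htr2c, the last of which neurons express too.

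**Figure D1:**
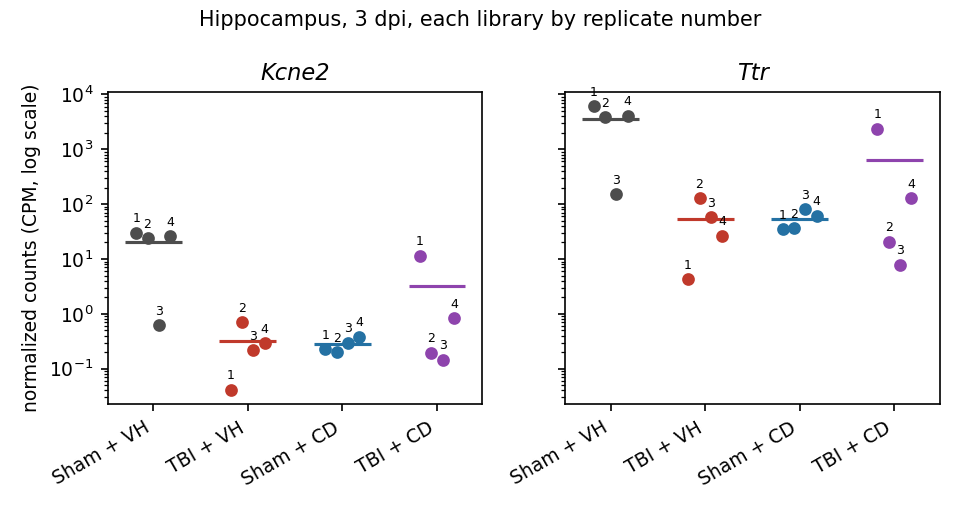
CPM of Kcne2 (left) and Ttr (right) on a log axis in each hippocampal library at 3 dpi, by group, with the replicate number beside each point and a line at the group mean. Sham + VH replicate 3 lies far below the other Sham + VH libraries, and TBI + CD replicate 1 far above the other TBI + CD libraries.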

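Of the 251 DEGs in Sham + CD, 237 were down-regulated and 14 up-regulated. With DESeq2 the numbers were 414 and 36. Among the up-regulated genes with a mean of at least 1 CPM and no overlap between the groups, which leaves out Kcnh7 (0.83) among others, the largest changes were those of the transcript AK079811, which rose from 2.86 to 4.75 CPM (log2 fold change 0.73, SE 0.17, FDR 0.0339), Dach1, from 2.88 to 4.48 CPM (0.64, SE 0.12, FDR 0.0233), and the transcript AK134750, from 17.8 to 25.4 CPM (0.51, SE 0.12, FDR 0.0471). No fold change among them reached that of the largest decreases.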

358 DEGs were down-regulated whereas only 26 were up-regulated (Supplementary Table 1). 

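Cilium genes were tested with a list of 40 genes of motile cilia, which the ependymal cells that line the ventricles carry. Of its 39 tested genes, 37 were lower in Sham + CD than in Sham + VH hippocampi at 3 dpi, 7 of them as DEGs, with a median log2 fold change of -0.74 (fry FDR 0.102). Camera, a competitive test, with its preset correlation called 9 of 20 lists in this comparison, where fry called 0 and camera with an estimated correlation 0. The 4 members with the highest CPM were Dnah9, Ccdc39, Foxj1 and Drc1. Foxj1, which encodes a transcription factor of ciliated cells, had 20.3 ± 1.81 CPM in Sham + VH and 10.1 ± 2.96 CPM in Sham + CD (SD, n = 4), while Dnah9 had 34.3 and 35.9 CPM and Ccdc39 26.1 and 23.4 CPM. The mean log2 CPM of the list was 2.29 ± 0.20 in Sham + VH and 1.51 ± 0.39 in Sham + CD (SD, n = 4), lower in every Sham + CD library (2-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow, 0.343 after adjustment over 48 tests). With the choroid plexus score in the model the median log2 fold change of the list was -0.26, with 32 of 39 genes lower.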

GO analysis of the down-regulated unique DEGs identified common GO terms related to cilium organization, cilium assembly, and cell adhesion (Supplementary Table 2). GO analysis within the up-regulated unique DEGs identified GO terms associated with voltage gated cation channel activity (Supplementary Table 3). The thalamus and the hypothalamus had few DEGs with candesartan treatment in sham mice. 

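Between Sham + CD and Sham + VH at 3 dpi, edgeR called 0 DEGs in the thalamus, with 1152 genes at an unadjusted p under 0.05 and a smallest FDR of 0.428, and 0 in the hypothalamus, with 361 genes at an unadjusted p under 0.05. DESeq2 called 9 in the thalamus (Adamts4, Bdnf, Fhad1, Gjc3, Kif13b, Mest, Rasgrp3, St18 and Zeb2) and 0 in the hypothalamus. With shrunken fold changes it called 5 in the thalamus, which were Adamts4, Bdnf, Fhad1, Gjc3 and Kif13b.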

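At 29 dpi edgeR called 0 DEGs between Sham + CD and Sham + VH in the hippocampus, with 810 genes at an unadjusted p under 0.05 and a smallest FDR of 0.309. DESeq2 called Arc and Nab2 there, and Arc and Egr4 with shrunken fold changes. In the hypothalamus edgeR called 0, with 2269 genes at an unadjusted p under 0.05 and a smallest FDR of 0.336, and 1, Egr1, when only the 8 libraries compared were fitted. DESeq2 called 9 in the hypothalamus (Egr1, Egr3, Eno3, Lama5, Rn45s, Rps26, Slc38a5, Ttll8 and Ttr), and 0 with shrunken fold changes. In the thalamus 0 genes were called by edgeR (540 at an unadjusted p under 0.05) and 0 by DESeq2. Arc, Egr1, Egr3, Egr4 and Nab2 are early genes that neurons switch on within minutes of activity.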

By 29 dpi there was only 1 DEG identified in the hippocampus and hypothalamus with candesartan treatment and sham injury.

### Unique Gene Analysis

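Compared directly, TBI + CD and TBI + VH hippocampi at 3 dpi had 0 DEGs by edgeR, with 732 genes at an unadjusted p under 0.05 and a smallest FDR of 0.999. DESeq2 called 0, with 773 genes at an unadjusted p under 0.05 and a smallest FDR of 0.236, and with shrunken fold changes 0, and the count was 0 under each of the other 14 alternatives. Kcnh7, a gene for a voltage-gated potassium channel on chromosome 2 (62693414 to 63184287), had 7.40 ± 0.74 CPM in TBI + VH and 4.65 ± 0.45 CPM in TBI + CD (SD, n = 4). Its log2 fold change was -0.67 (SE 0.18, unadjusted p = 0.00179, FDR 0.999 from edgeR), and every TBI + CD library lay below every TBI + VH library (2-sided exact permutation test, p = 0.0286, the smallest possible). In sham mice Kcnh7 went the other way, from 5.57 ± 1.04 CPM in Sham + VH to 9.87 ± 2.68 CPM in Sham + CD (SD, n = 4), a log2 fold change of 0.83 (SE 0.18, FDR 0.0294), with Sham + CD replicate 1 at 5.93 CPM and the others at 10.6 to 11.9 CPM. The direct comparison at 29 dpi had 0 DEGs by edgeR (893 genes at an unadjusted p under 0.05, smallest FDR 0.0765), 4 by DESeq2 and 7 with shrunken fold changes.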

A direct statistical comparison between the transcriptomes of the TBI + CD and the TBI + VH mouse hippocampi only produced one differentially expressed gene (Kcnh7), presumably because of the large effect of TBI on gene expression. Therefore, to identify DEGs that were only found in either the TBI + CD or the TBI + VH group, we carried out a unique gene analysis and performed GO analysis on these “unique DEGs.” Analysis was focused on the DEGs found in the hippocampus as this was the brain region with the most changes in gene expression. DEGs that were shared in both conditions were attributed to a common TBI effect (1166 DEGs). 

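Of the genes called in the injured hippocampus at 3 dpi, 1383 were up-regulated in both TBI + VH and TBI + CD and 147 were down-regulated in both, together 1530. By the sizes of its lists, the paper's number of shared DEGs matches up-regulated genes only, so 1383 is the value to set beside it. The shared up-regulated genes had median log2 fold changes of 1.01 in TBI + VH and 1.09 in TBI + CD, and the shared down-regulated genes -0.96 and -0.88. Both comparisons use the same 4 Sham + VH libraries, which by itself makes them alike. In 20 sets of counts simulated with no change in any group, the log2 fold changes of the 2 comparisons had a correlation across genes of 0.451 to 0.526 and 0 genes were called in both, where the libraries gave 0.920 and 1530. The simulated genes varied independently of one another, and genes in any case are not independent replicates. The number of shared down-regulated genes moved most with single libraries, from 58 without TBI + CD replicate 4 to 297 without Sham + VH replicate 3. It was 59, 78 and 63 without Sham + VH replicates 1, 2 and 4, 96 without TBI + VH replicate 1 or 3, and 278, 80 and 62 without TBI + CD replicates 1, 2 and 3. The paper attributes the genes found in both groups to the injury itself.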

The remaining genes were determined to be the unique up- and down-regulated genes within that condition (Figure 4).

**FIGURE 4:**
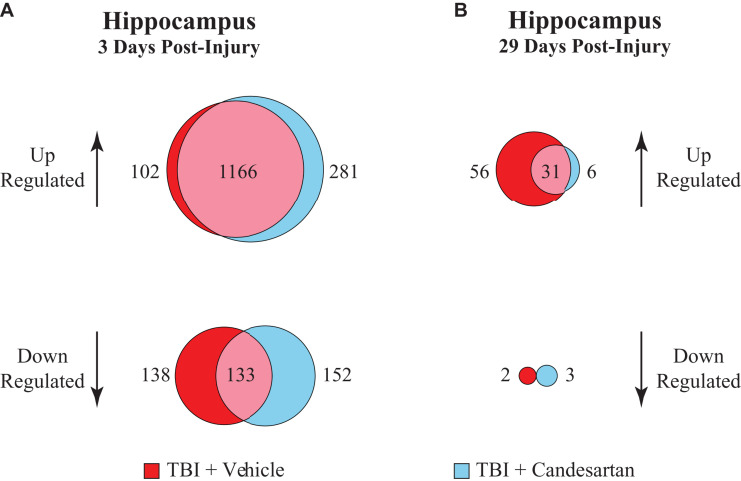
Unique gene analysis in the hippocampus at 3 and 29 dpi. Differentially expressed genes (DEGs) that were either upregulated or down-regulated after TBI relative to those in the sham + vehicle group, were compared between vehicle and candesartan treatments at **(A)** 3 and **(B)** 29 dpi in the hippocampus. DEGs were identified with a false discovery rate of 0.05 and an absolute log2 fold-change (abs log2 FC) > 0.32.

Analysis of the DEGs that were up-regulated relative to Sham + VH at 3 dpi in the hippocampus, showed that there were 281 DEGs unique to the TBI + CD group, and 102 DEGs unique to the TBI + VH group (Figure 4). 

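Of the up-regulated genes at 3 dpi, 336 were called only in TBI + CD and 124 only in TBI + VH. Of the 336 genes, 335 (99.7%) rose in TBI + VH as well, 246 of them at an unadjusted p under 0.05, and 52 passed an FDR of 0.05 there with a fold change that was too small. A shared direction is expected in part without any effect, because both comparisons use the same 4 Sham + VH libraries. In the 20 simulations with no change, 66.1% to 67.2% of all genes had the same direction, where the libraries gave 81.77%. For genes at an unadjusted p under 0.05 in both comparisons the simulations gave 97.9% to 100%. Neither range is for genes called in 1 group, so the share expected without any effect was not measured for the 336 genes. The median log2 fold change of the 336 genes was 0.56 in TBI + CD and 0.33 in TBI + VH. Of the 124 genes, 123 (99.2%) rose in TBI + CD, 96 at an unadjusted p under 0.05, with medians of 0.46 in TBI + VH and 0.31 in TBI + CD. In the direct comparison of TBI + CD with TBI + VH by edgeR, 65 of the 336 and 13 of the 124 had an unadjusted p under 0.05, and 0 of either passed the FDR, over all genes or adjusted over the list alone. Because the lists were chosen on these libraries, this count is not independent evidence. Leaving out 1 library at a time gave 177 to 566 genes in TBI + CD only, with 177 without TBI + CD replicate 3, 549 without TBI + VH replicate 1 and 566 without TBI + VH replicate 3. For TBI + VH only the range was 60 to 254, with 60, 193 and 74 without TBI + VH replicates 1, 2 and 3, and 254 and 206 without TBI + CD replicates 3 and 4.

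**Figure D2:**
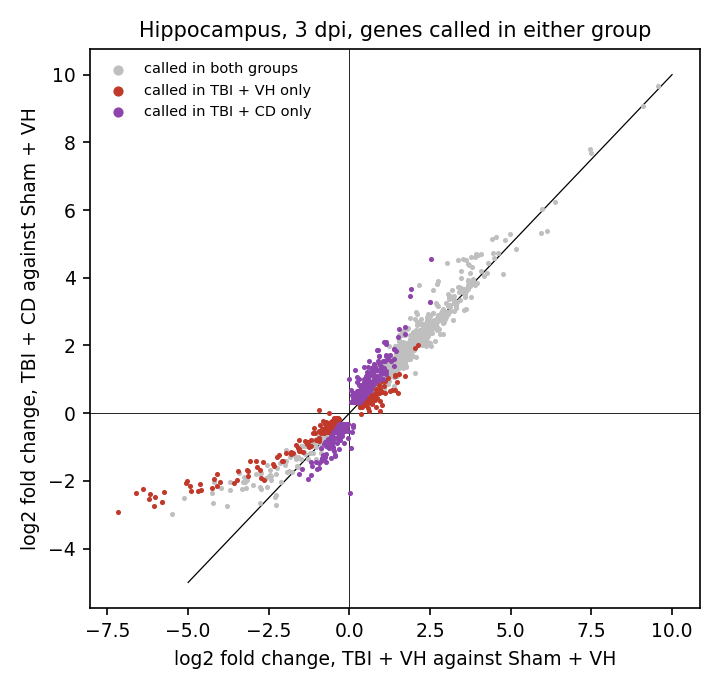
Log2 fold change against Sham + VH in TBI + VH (horizontal axis) and in TBI + CD (vertical axis) for the DEGs of the hippocampus at 3 dpi, with a line of equality. Genes called in both groups are grey, in TBI + VH only red and in TBI + CD only purple, and most red and purple points share the sign of their change in both groups.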

Gene Ontology (GO) analysis of the unique up-regulated genes in the TBI + CD group identified GO terms associated with the regulation of stress, stress responses and wounding, as well as cell adhesion (Table 2). GO analysis of unique up-regulated genes in the TBI + VH group identified no GO terms.

**TABLE 2:** Gene Ontology Analysis of Unique Genes at 3 dpi in the Hippocampus.

**Up or Down**	**Treatment**	**GO Biological Process**	**FDR**
Up-Regulated	Candesartan	Response to Stress (GO:0006950)	1.23E-05
		Regulation of Cell Adhesion (GO:0030155)	6.44E-05
		Response to Chemical (GO:0042221)	9.95E-04
		Positive Regulation of Cell Adhesion (GO:0045785)	1.05E-03
		Cellular Response to Nitrogen Compound (GO:1901699)	1.18E-03
		Cellular Response to Chemical Stimulus (GO:0070887)	1.34E-03
		Response to Wounding (GO:0009611)	1.38E-03
		Cellular Response to Stress (GO:0033554)	2.36E-03
		Response to Stimulus (GO:0050896)	2.98E-03
		Circulatory System Development (GO:0072359)	4.79E-03
		Tube Development (GO:0035295)	4.85E-03
		Wound Healing (GO:0042060)	4.91E-03
		Positive Regulation of Biological Process (GO:0048518)	5.16E-03
		Regulation of Programmed Cell Death (GO:0043067)	5.22E-03
		Regulation of Apoptotic Process (GO:0042981)	7.02E-03
		Response to Nitrogen Compound (GO:1901698)	7.67E-03
		Blood Vessel Development (GO:0001568)	7.84E-03
		Positive Regulation of Cellular Process (GO:0048522)	7.99E-03
		Metabolic Process (GO:0008152)	8.11E-03
		Regulation of Developmental Process (GO:0050793)	8.40E-03
	Vehicle	No GO Families Identified	
Down-Regulated	Candesartan	Cilium Assembly (GO:0060271)	3.46E-07
		Cilium Organization (GO:0044782)	3.83E-07
		Microtubule Bundle Formation (GO:0001578)	4.08E-07
		Axoneme Assembly (GO:0035082)	7.29E-07
		Cilium Movement (GO:0003341)	3.29E-06
		Plasma Membrane Bounded Cell Projection Assembly (GO:0120031)	1.30E-05
		Cell Projection Assembly (GO:0030031)	1.96E-05
		Organelle Assembly (GO:0070925)	1.79E-04
		Microtubule-Based Process (GO:0007017)	2.88E-04
		Cell Projection Organization (GO:0030030)	1.42E-03
		Plasma Membrane Bounded Cell Projection Organization (GO:0120036)	2.20E-03
		Microtubule Cytoskeleton Organization (GO:0000226)	2.74E-03
		Microtubule-Based Movement (GO:0007018)	6.10E-03
		Cilium or Flagellum-Dependent Cell Motility (GO:0001539)	6.53E-03
		Cilium-Dependent Cell Motility (GO:0060285)	6.99E-03
		Cytoskeleton Organization (GO:0007010)	7.02E-03
		Sperm Motility (GO:0097722)	3.19E-02
	Vehicle	Anion Transport (GO:0006820)	2.76E-02
		Reproduction (GO:0000003)	4.29E-02
		Organic Anion Transport (GO:0015711)	4.48E-02
		Reproductive Process (GO:0022414)	5.31E-02
		Multicellular Organismal Homeostasis (GO:0048871)	6.27E-02

*Gene ontology analysis (biological process) of genes altered by candesartan or vehicle treatment after TBI at 3 dpi in the hippocampus after unique gene analysis. GO biological process terms were identified using a Fisher’s Exact test and false discovery rate of 0.05.*

Unique gene analysis of DEGs that were down-regulated relative to Sham + VH showed that there were 152 DEGs unique to the TBI + CD group and 138 downregulated DEGs unique to the TBI + VH group (Figure 4 and Supplementary Table 4). 

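Of the down-regulated genes at 3 dpi, 164 were called only in TBI + CD and 142 only in TBI + VH. The 164 genes had median log2 fold changes of -0.50 in TBI + CD and -0.29 in TBI + VH, and 159 of them (97%) were lower in TBI + VH too, 83 at an unadjusted p under 0.05. The 142 genes had medians of -0.83 in TBI + VH and -0.54 in TBI + CD, and 140 of them (98.6%) were lower in TBI + CD too, 110 at an unadjusted p under 0.05. The shared Sham + VH libraries favour such agreement by themselves. In the direct comparison by edgeR, 43 of the 164 and 23 of the 142 had an unadjusted p under 0.05, and 0 of either passed an FDR of 0.05. Leaving out libraries gave 66 to 225 genes in TBI + CD only, with 66 and 106 without TBI + CD replicates 3 and 4 and 105 without Sham + VH replicate 3.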

GO analysis of the unique down-regulated DEGs in the TBI + CD group identified GO terms associated with cellular structure, in particular related to cilium organization, and assembly and movement. These GO categories were also identified in the down-regulated DEGs in the hippocampus of the Sham + CD mice (Supplementary Table 2), showing similar mechanisms of candesartan action in sham or TBI mice. In comparison, unique down-regulated DEGs in the TBI + VH group showed a weak association with GO terms associated with anion transport and reproductive processes.

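In TBI + CD hippocampi at 3 dpi, 37 of the 39 tested genes of motile cilia were lower than in Sham + VH, 8 of them as DEGs, with a median log2 fold change of -0.57 (fry FDR 0.123). Their mean log2 CPM was 2.34, 1.55, 1.03 and 1.30 in TBI + CD replicates 1 to 4, and the difference from Sham + VH was -0.74 (2-sided exact permutation test, p = 0.114). Without TBI + CD replicate 1 the difference was -1.0 (exact p = 0.0286). In TBI + VH, 33 of 39 genes were lower, 3 as DEGs, with a median of -0.29 (FDR 0.411). Between TBI + CD and TBI + VH the median was -0.25, with 33 of 39 genes lower in TBI + CD (FDR 0.524).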

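Whether candesartan acted alike in sham and injured mice was tested as an interaction, the effect of candesartan in injured mice minus that in sham mice, in the hippocampus at 3 dpi. edgeR called 0 genes, with 2196 at an unadjusted p under 0.05, and DESeq2 364. The count was 118 without a filter on low counts and 108 with the replicate number as a block. Without Sham + VH replicate 3 it was 447, and without TBI + CD replicates 2 and 3 it was 143 and 50. It was 22 without TBI + VH replicate 1 and 1 without Sham + CD replicate 1. With the choroid plexus score in the model, a setting chosen after the counts were seen, it was 0. Because the score went with the groups, the covariate takes up part of any such effect, and this 0 does not decide the question. From the shared cilium terms the paper states that candesartan acts by similar mechanisms in sham and TBI mice.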

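The number of genes down-regulated only in TBI + VH, 142, moved with each library of TBI + CD. Without TBI + CD replicate 1 it was 73, and without TBI + CD replicates 2, 3 and 4 it was 226, 253 and 229. TBI + CD replicate 1 had 2380 CPM of Ttr and 11.5 CPM of Kcne2, where the other TBI + CD libraries had 7.89 to 130 CPM and 0.146 to 0.841 CPM. With the choroid plexus score in the model 7 genes were called only in TBI + VH, but that fit left out the 30 genes of the score. The score also went with the groups, so the covariate takes up part of any injury effect. The 30 genes of choroid plexus epithelium, several of which carry ions, had a median log2 fold change of -3.31 in TBI + VH (30 of 30 lower, 29 as DEGs, fry FDR 0.0744) and -2.08 in TBI + CD (30 of 30 lower, 13 as DEGs, FDR 0.0996).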

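At 29 dpi, 18 genes in the hippocampus were up-regulated in both TBI + VH and TBI + CD, and 0 were down-regulated in both. The 18 genes had median log2 fold changes of 1.62 in TBI + VH and 1.06 in TBI + CD. The log2 fold changes of the 2 comparisons had a correlation across genes of 0.687, where simulated counts with no change, compared with the same shared controls, gave 0.510 to 0.593. Without single libraries the number of shared genes was 5 to 22, with 8, 5 and 7 without Sham + VH replicates 2, 3 and 4 and 8, 7 and 9 without TBI + CD replicates 2, 3 and 4.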

At 29 dpi in the hippocampus the number of DEGs identified was much reduced compared to those at 3 dpi (Figure 4). 

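The genes up-regulated only in TBI + VH at 29 dpi numbered 70, against 1 only in TBI + CD, and 1 gene was down-regulated in each group alone. Of the 70 genes, 70 rose in TBI + CD as well, 64 at an unadjusted p under 0.05, with median log2 fold changes of 0.84 in TBI + VH and 0.54 in TBI + CD. The Sham + VH libraries that both comparisons share favour the same direction without any effect. In the direct comparison by edgeR the median was -0.34 and 48 genes had an unadjusted p under 0.05, but 0 passed the FDR over all genes (smallest 0.745), and 29 adjusted over the list alone, which was chosen on these libraries. The number was 44 without TBI + VH replicate 4 and 33 when only the 8 libraries of each comparison were fitted.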

A majority of those were unique up-regulated DEGs within the TBI + VH group (Supplementary Table 4). All other groups had relatively few DEGs altered and no GO terms identified. GO analysis of the unique up-regulated DEGs within the vehicle group identified GO terms associated with responses to stress, as well as immune processes (Table 3).

**TABLE 3:** Gene Ontology Analysis of Unique Genes at 29 dpi in the Hippocampus.

**Up or Down**	**Treatment**	**GO Biological Process**	**FDR**
Up-regulated	Candesartan	No GO Families Identified	
	Vehicle	Response to External Stimulus (GO:0009605)	1.19E-13
		Immune System Process (GO:0002376)	1.21E-13
		Defense Response (GO:0006952)	2.95E-13
		Response to Stress (GO:0006950)	3.45E-11
		Response to External Biotic Stimulus (GO:0043207)	1.60E-10
		Response to Other Organism (GO:0051707)	1.81E-10
		Interspecies Interaction Between Organisms (GO:0044419)	1.91E-10
		Response to Biotic Stimulus (GO:0009607)	2.17E-10
		Regulation of Localization (GO:0032879)	7.18E-10
		Inflammatory Response (GO:0006954)	8.79E-10
		Regulation of Multicellular Organismal Process (GO:0051239)	1.58E-09
		Immune Response (GO:0006955)	3.67E-09
		Response to Chemical (GO:0042221)	4.09E-09
		Regulation of Transport (GO:0051049)	1.34E-08
		Regulation of Immune Response (GO:0050776)	3.10E-08
		Defense Response to Other Organism (GO:0098542)	3.93E-08
		Positive Regulation of Biological Process (GO:0048518)	4.16E-08
		Positive Regulation of Cellular Process (GO:0048522)	1.18E-07
		Regulation of Cytokine Production (GO:0001817)	1.27E-07
		Negative Regulation of Multicellular Organismal Process (GO:0051241)	1.54E-07
Down-regulated	Candesartan	No GO Families Identified	
	Vehicle	No GO Families Identified	

*Gene ontology analysis (biological process) of unique genes altered by candesartan or vehicle treatment after TBI at 29 dpi in the hippocampus after unique gene analysis. GO biological process terms were identified using a Fisher’s Exact test and false discovery rate of 0.05.*

### Pathway Analysis

Out of 281 up-regulated DEGs in the TBI + CD group at 3 dpi in the hippocampus, 261 genes were mapped and 90 significant pathways were identified (FDR < 0.05). The top 20 enriched pathways are presented (Table 4). The enriched pathways were largely involved in the following: (1). 

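The genes that the paper lists in its Table 4 under the pathways enriched among the unique up-regulated DEGs of TBI + CD number 48, of which 47 were tested. In TBI + CD 41 of them were DEGs and in TBI + VH 8, so that 33 were called in TBI + CD only and 6 in neither group. Their median log2 fold change was 0.59 in TBI + CD and 0.36 in TBI + VH. All 47 were higher in TBI + CD than in TBI + VH, by a median of 0.22, with 10 at an unadjusted p under 0.05 and 0 past the FDR by edgeR, and fry gave FDR 0.24. The paper picked these genes on the same libraries as higher in TBI + CD, so their common direction is not independent evidence. For the 5 genes of lagging strand synthesis the medians were 0.36 in TBI + VH and 0.47 in TBI + CD, and for the 11 genes of platelet activation 0.34 and 0.65. The 20 genes of a list of endothelial cells, most abundant in Slc2a1, Itm2a, Slco1a4 and Ptprb, were all higher in TBI + CD than in TBI + VH, by a median of 0.26 (fry FDR 0.26).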

DNA replication (chromosome maintenance, lagging strand synthesis, telomere c-strand synthesis, and polymerase switching), (2). extracellular matrix organization (integrin-1 pathway, integrin cell surface interaction, focal adhesions, and integrins in angiogenesis), (3). platelet activation, signaling, and aggregation (response to elevated platelet cytosolic Ca2+), and (4). interferon signaling (interferon alpha/beta signaling). Other pathways such as signaling by moderate kinase activity BRAF mutants and MAP2K and MAPK activation, were also enriched. Out of 152 down-regulated DEGs in the TBI + CD group at 3 dpi in the hippocampus, 139 genes were mapped and no significant pathways were enriched. Out of 102 up-regulated DEGs in the TBI + VH group at 3 dpi in the hippocampus, 97 genes were mapped and no significant pathways were enriched. Out of 139 down-regulated DEGs in the TBI + VH group at 3 dpi in the hippocampus, 131 genes were mapped and 20 significant pathways were identified (FDR < 0.05) (Table 5). The pathways enriched in this group were largely involved in extracellular matrix organization. These pathways include collagen degradation, collagen biosynthesis and modifying enzyme, assembly of collagen fibrils and chain trimerization, laminin interactions, integrin cell surface interaction, and integrins in angiogenesis. 

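The paper's Table 5 names 28 genes under the pathways enriched among the unique down-regulated DEGs of TBI + VH, and all 28 were tested. In TBI + VH 23 of them were DEGs and in TBI + CD 4, with 19 called in TBI + VH only. The median log2 fold change was -0.79 in TBI + VH and -0.47 in TBI + CD, and 28 of 28 were higher in TBI + CD than in TBI + VH, 8 at an unadjusted p under 0.05 and 0 past the FDR by edgeR (fry FDR 0.47). Here too the paper picked the genes on the same libraries, as lower in TBI + VH only, so their common direction is not independent evidence. The 4 collagen genes had medians of -1.19 and -0.79, and the 3 genes of the retinoid cycle -3.70 and -2.02. In Sham + CD, without injury, 25 of the 28 genes were also lower than in Sham + VH, 13 of them as DEGs, with a median of -1.10 (FDR 0.0882).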

Other pathways enriched include response to elevated platelet cytosolic Ca^2+^, SLC-mediated transmembrane transport, cargo concentration in ER, transport of bile salts, organic acids, metal ions and amine compounds, and retinoid cycle disease events. 

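Extracellular matrix organization has 16 genes in Table 4, of which 11 were DEGs in TBI + CD and 1 in TBI + VH, and 8 other genes in Table 5, of which 6 were DEGs in TBI + VH and 0 in TBI + CD. The first had medians of 0.36 in TBI + VH and 0.59 in TBI + CD on the log2 scale, and the second -1.01 and -0.58. For integrins in angiogenesis the medians were 0.31 and 0.56 over the 6 genes of Table 4 and -1.13 and -0.60 over the 5 of Table 5. For the response to elevated platelet cytosolic Ca2+ they were 0.44 and 0.82 over 9 genes and -0.44 and -0.34 over 5.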

There were three pathways in common between the up-regulated DEGs in the TBI + CD group and down-regulated DEGs in the TBI + VH groups: extracellular matrix organization, integrins in angiogenesis, and response to elevated platelet cytosolic Ca^2+^.

**TABLE 4:** Pathway Analysis of Unique Up-Regulated Genes at 3 dpi in the Hippocampus.

**Pathway Database**	**Pathway Description**	**Genes**	**FDR *q*-value**
Reactome	Extracellular matrix organization	VCAM1, FN1, THBS1, VWF, COL3A1, ITGA1, F11R, COL12A1, ADAM8, MMP2, BMP1, CASP3, FBLN5, LOXL1, BMP4, LRP4	7.41E-07
Reactome	Interferon signaling	VCAM1, FLNA, OAS1, ISG15, USP18, SAMHD1, IFI35, ISG20, BST2, DDX58, TRIM21, SP100, TRIM34	1.74E-06
Reactome	Chromosome maintenance	PCNA, POLA2, PRIM2, RFC3, LIG1, H2BC14, CENPK, CENPO, CENPX	8.60E-05
Reactome	Lagging strand synthesis	PCNA, POLA2, PRIM2, RFC3, LIG1	1.09E-04
Reactome	Response to elevated platelet cytosolic Ca2+	FN1, THBS1, VWF, FLNA, F13A1, VCL, PFN1, PF4, LAMP2	1.25E-04
PID	Integrin-1 pathway	VCAM1, FN1, THBS1, COL3A1, ITGA1, F13A1, MDK	1.25E-04
Reactome	Interferon alpha/beta signaling	OAS1, ISG15, USP18, SAMHD1, IFI35, ISG20, BST2	1.61E-04
Reactome	Telomere c-strand (lagging strand) synthesis	PCNA, POLA2, PRIM2, RFC3, LIG1	3.31E-04
Reactome	Integrin cell surface interactions	VCAM1, FN1, THBS1, VWF, COL3A1, ITGA1, F11R	4.02E-04
Reactome	Polymerase switching	PCNA, POLA2, PRIM2, RFC3	4.02E-04
Reactome	Platelet activation, signaling and aggregation	FN1, THBS1, VWF, FLNA, F13A1, VCL, PFN1, PF4, LAMP2, PIK3R6, GNG10	4.02E-04
Reactome	DNA strand elongation	PCNA, POLA2, PRIM2, RFC3, LIG1	4.43E-04
Reactome	Processive synthesis on the lagging strand	PCNA, POLA2, PRIM2, LIG1	4.53E-04
KEGG	DNA replication	PCNA, POLA2, PRIM2, RFC3, LIG1	6.78E-04
Reactome	Polymerase switching on the C-strand of the telomere	PCNA, POLA2, PRIM2, RFC3	6.78E-04
Reactome	MAP2K and MAPK activation	FN1, VWF, VCL, ACTG1, NRAS	1.04E-03
KEGG	Focal adhesion	FN1, THBS1, VWF, COL3A1, ITGA1, FLNA, VCL, ACTG1, ILK	1.27E-03
PID	Integrins in angiogenesis	FN1, COL3A1, F11R, COL12A1, VCL, ILK	1.41E-03
Reactome	Extension of telomeres	PCNA, POLA2, PRIM2, RFC3, LIG1	1.41E-03
Reactome	Signaling by moderate kinase activity BRAF mutants	FN1, VWF, VCL, ACTG1, NRAS	1.50E-03

*Pathway analysis of unique up-regulated genes altered by candesartan after TBI at 3 dpi in the hippocampus. Pathways were identified using a Fisher’s exact test with a false discovery rate of < 0.05.*

**TABLE 5:** Pathway Analysis of Unique Down-Regulated Genes at 3 dpi in the Hippocampus.

**Pathway Database**	**Pathway Description**	**Genes**	**FDR *q*-value**
Reactome	Core matrisome	COL9A3, COL8A2, COL14A1, COL18A1, HSPG2, FBN1, NID2, PRELP, FNDC1	1.05E-03
Reactome	SLC-mediated transmembrane transport	SLC44A5, SLC31A1, SLC22A8, SLC13A4, SLC4A5, SLC4A2, SLCO2A1, SLC16A2	2.75E-03
PID	Integrins in angiogenesis	COL9A3, COL8A2, COL14A1, VEGFA, ADGRA2	3.54E-03
Reactome	Degradation of the extracellular matrix	COL9A3, COL8A2, COL14A1, COL18A1, HSPG2, FBN1	3.54E-03
Reactome	Extracellular matrix organization	COL9A3, COL8A2, COL14A1, COL18A1, HSPG2, FBN1, NID2, TTR	3.54E-03
Reactome	Retinoid cycle disease events	TTR, ABCA4, STRA6	3.54E-03
Reactome	Integrin cell surface interactions	COL9A3, COL8A2, COL18A1, HSPG2, FBN1	3.54E-03
NABA	Collagens	PCOL9A3, COL8A2, COL14A1, COL18A1	3.85E-03
Reactome	Collagen chain trimerization	COL9A3, COL8A2, COL14A1, COL18A1	3.85E-03
Reactome	Assembly of collagen fibrils and other multimeric structures	COL9A3, COL8A2, COL14A1, COL18A1	1.27E-02
Reactome	The canonical retinoid cycle in rods (twilight vision)	TTR, ABCA4, STRA6	1.28E-02
Reactome	Collagen degradation	COL9A3, COL8A2, COL14A1, COL18A1	1.28E-02
Reactome	Collagen biosynthesis and modifying enzymes	COL9A3, COL8A2, COL14A1, COL18A1	1.42E-02
Reactome	Response to elevated platelet cytosolic Ca2+	VEGFA, F5, ACTN2, IGF2, PHACTR2	1.47E-02
Reactome	Laminin interactions	COL18A1, HSPG2, NID2	2.16E-02
Reactome	Cargo concentration in the ER	F5, CD59, FOLR1	2.69E-02
Reactome	Transport of bile salts and organic acids, metal ions and amine compounds	SLC44A5, SLC31A1, SLC22A8, SLC13A4	2.86E-02
Reactome	Collagen formation	COL9A3, COL8A2, COL14A1, COL18A1	3.21E-02
NABA	Basement membranes	COL18A1, HSPG2, NID2	4.04E-02
Reactome	Visual phototransduction	HSPG2, TTR, ABCA4, STRA6	4.32E-02

*Pathway analysis of unique down-regulated genes altered by vehicle after TBI at 3 dpi in the hippocampus. Pathways were identified using a Fisher’s exact test with a false discovery rate of < 0.05.*

### Functional Interactive Network

A functional interactive network was created using an input of the 261 mapped DEGs that were uniquely up-regulated in the TBI + CD group at 3 dpi (Figure 5). The network included 71 nodes and 108 edges. Unlinked genes were not included in the network. The network was clustered into 15 functional modules. The genes with the highest degrees, included ACTG1 (Degree = 14), PCNA (Degree = 12), VCL (Degree = 10), ITGA1 (Degree = 9), FN1 (Degree = 8), RFC3 (Degree = 7), COL3A1 (Degree = 7), and FLNA (Degree = 7). 

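Of the 8 genes at the centre of the network, Vcl, Fn1 and Rfc3 were DEGs in TBI + CD and not in TBI + VH by edgeR. Vcl had a log2 fold change of 0.36 (FDR 0.00175) in TBI + CD and 0.24 (FDR 0.0295, under the fold change threshold) in TBI + VH, Fn1 0.93 (FDR 0.0186) and 0.71 (FDR 0.0831), and Rfc3 0.40 (FDR 0.0462) and 0.37 (FDR 0.0821). Pcna (0.44 and 0.35) and Flna (0.43 and 0.33) were DEGs in both groups. Actg1 (0.11, FDR 0.259), Itga1 (0.49, FDR 0.0534) and Col3a1 (0.97, FDR 0.0837) were not called in TBI + CD. In the direct comparison the 8 genes were higher in TBI + CD by 0.04 to 0.41 on the log2 scale, each with an FDR of 0.999. Actg1 has closely related actin genes with which its reads can be confused.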

Modules 0, 1, 2, and 3 had the greatest amount of nodes which were 13, 12, 9, and 8, respectively. Pathway enrichment was performed on the modules with 8 or greater nodes. The top enriched pathways were the following: Module 0- DNA replication, Telomere Maintenance, Synthesis of DNA, and S Phase. Module 1- Extracellular matrix organization, Beta1 integrin cell surface interactions, Integrin signaling pathway, and Focal adhesion. Module 2- Salmonella infection, Pathogenic E. coli infection, west nile virus, and apoptotic signaling in response to DNA damage. Module 3- Extracellular matrix organization, phospholipase c-epsilon pathway, cystic fibrosis transmembrane conductance regulator, and beta 2 adrenergic receptor pathway, and corticosteroids and cardioprotection (Supplementary Table 5).

**FIGURE 5:**
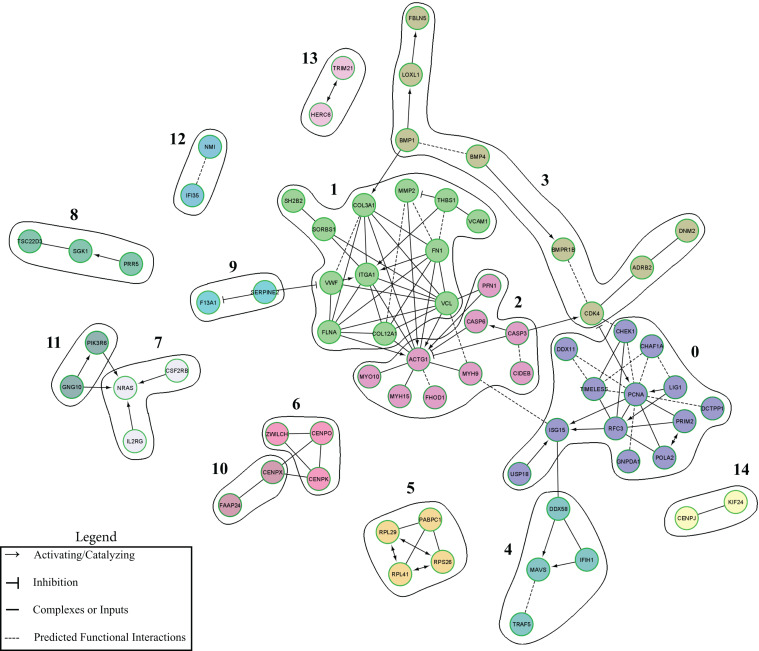
ReactomeFIViz-Derived Cluster Functional Interaction Network. Functional modules of unique up-regulated DEGs altered by candesartan treatment after TBI at 3 dpi in the hippocampus. Nodes in different network modules are shown in different colors. The modules listed are described in Supplementary Table 5.

### qPCR Confirmation

For confirmation of the RNA-seq data, we ran an additional cohort of mice through the identical experimental TBI and treatment paradigm as before. We isolated RNA and performed qPCR on four genes that the RNA seq data showed were elevated by TBI but were down-regulated by candesartan treatment at 29 dpi (Figure 6C). These genes are mainly expressed in microglia and astrocytes (Kamphuis et al., 2015; Kawahara et al., 2016; DePaula-Silva et al., 2019). 

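The 4 genes were all DEGs in both injured groups in the hippocampus at 3 dpi. Lyz2 (chromosome 10, 117277331 to 117282321), which encodes a lysozyme of macrophages, had 7.10 ± 1.69 CPM in Sham + VH and 91.3 ± 44.6 CPM in TBI + VH (SD, n = 4), a log2 fold change of 3.68 (SE 0.40, FDR 6.39e-06). Gpnmb (chromosome 6, 49036546 to 49070929), a membrane glycoprotein gene of phagocytes, had 4.87 ± 1.20 CPM in Sham + VH and 47.8 ± 19.7 CPM in TBI + VH (SD, n = 4), a log2 fold change of 3.30 (SE 0.32). TBI + VH replicate 2 had 18.7 CPM of Gpnmb and the other 3 libraries 53.1 to 60 CPM. The complement gene C4b (chromosome 17, 34728380 to 34743882) had 31.6 ± 5.24 and 232 ± 32.4 CPM (SD, n = 4), a log2 fold change of 2.88 (SE 0.12, FDR 1.09e-10). C4b has a close paralog, C4a, that can share its reads. Vim (chromosome 2, 13573927 to 13582826), which encodes the filament protein vimentin, had 37.6 ± 4.95 and 541 ± 189 CPM (SD, n = 4), a log2 fold change of 3.85 (SE 0.27). For each gene every injured library lay above every Sham + VH library (2-sided exact permutation test, p = 0.0286, the smallest possible). TBI + VH replicate 2 was the lowest library of its group for each of the 4 genes. Under DESeq2 with shrunken fold changes the log2 fold change of Lyz2 was 1.49, the largest shift from edgeR's value among the alternatives, and the direction and call of the 4 genes were the same under every alternative.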

All four genes were strongly up-regulated at 3 dpi in the hippocampus in both TBI + VH and TBI + CD groups. 

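In TBI + CD at 3 dpi Lyz2 had 90.0 ± 40.4 CPM, Gpnmb 42.0 ± 13.1, C4b 236 ± 16 and Vim 534 ± 170 (SD, n = 4). Against TBI + VH their log2 fold changes were -0.02 (SE 0.34), -0.19 (SE 0.27), 0.02 (SE 0.11) and -0.02 (SE 0.24), each smaller than its error. The exact permutation test on CPM (2-sided) gave p = 0.971 for Lyz2, 0.629 for Gpnmb, 0.857 for C4b and 0.971 for Vim.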

Candesartan treatment did not reduce expression of these genes at 3 dpi by either RNA seq or qPCR (Figures 6A,B). However, by 29 dpi, candesartan treatment reduced the expression of the genes Lyz2, C4b, and vimentin by both RNA seq and qPCR analysis (Figures 6C,D). 

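At 29 dpi Lyz2 had 6.44 ± 1.87 CPM in Sham + VH, 41.6 ± 10.6 CPM in TBI + VH and 21.8 ± 3.29 CPM in TBI + CD (SD, n = 4). Its log2 fold change was 2.67 (SE 0.23, FDR 1.35e-05) in TBI + VH and 1.73 (SE 0.23, FDR 0.00387) in TBI + CD, and between TBI + CD and TBI + VH -0.94 (SE 0.20, unadjusted p = 0.000233, FDR 0.745 from edgeR). C4b had 33.8 ± 6.18, 121 ± 27.5 and 93.3 ± 14.9 CPM in the same groups (SD, n = 4). It rose by 1.85 (SE 0.16) in TBI + VH and 1.47 (SE 0.16) in TBI + CD, and differed between the injured groups by -0.38 (SE 0.15, FDR 0.882). Vim had 33.2 ± 5.23, 111 ± 33.4 and 68.4 ± 8.45 CPM (SD, n = 4), rose by 1.73 (SE 0.17) and 1.03 (SE 0.17, FDR 0.0189), and differed between the injured groups by -0.70 (SE 0.16, FDR 0.745). Sham + VH replicate 1 had 41 CPM of Vim and the other 3 libraries 30.1 to 31.5 CPM. The call of Vim in TBI + CD did not hold without Sham + VH replicate 2, 3 or 4 or TBI + CD replicate 2 or 3, with an FDR of up to 0.1. Every TBI + CD library had less Lyz2 than every TBI + VH library (2-sided exact permutation test, p = 0.0286), whereas the groups overlapped for Vim (exact p = 0.0571) and C4b (exact p = 0.171). DESeq2 called Lyz2 in the direct comparison, and with shrunken fold changes Lyz2 (-0.47) and Vim (-0.42), and over the alternatives the FDR of that difference lay between 0.000553 and 1 for Lyz2 and between 0.00905 and 1 for Vim.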

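Gpnmb at 29 dpi had 4.52 ± 0.567 CPM in Sham + VH, 22.9 ± 7.0 CPM in TBI + VH and 11.8 ± 1.73 CPM in TBI + CD (SD, n = 4). It rose by 2.33 (SE 0.19) in TBI + VH and 1.38 (SE 0.19) in TBI + CD, and between the injured groups its log2 fold change was -0.95 (SE 0.17, unadjusted p = 3.9e-05, FDR 0.219 from edgeR). DESeq2 called it there, also with shrunken fold changes (-0.52), and over the alternatives its FDR lay between 6.13e-05 and 0.921. All 4 TBI + CD libraries lay below all 4 TBI + VH libraries (2-sided exact permutation test, p = 0.0286).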

GPNMB expression was reduced by candesartan in the samples that were analyzed by RNA-seq, but not by qPCR. Overall, the qPCR of an independent cohort of mice validated the RNA-seq analysis and indicated that the DEG analysis identified specific genes whose expression was reduced by candesartan treatment at 29dpi. Many of these genes, as the GO analysis showed (Table 3), encode proteins involved with immune and inflammatory processes (Supplementary Table 4).

**FIGURE 6:**
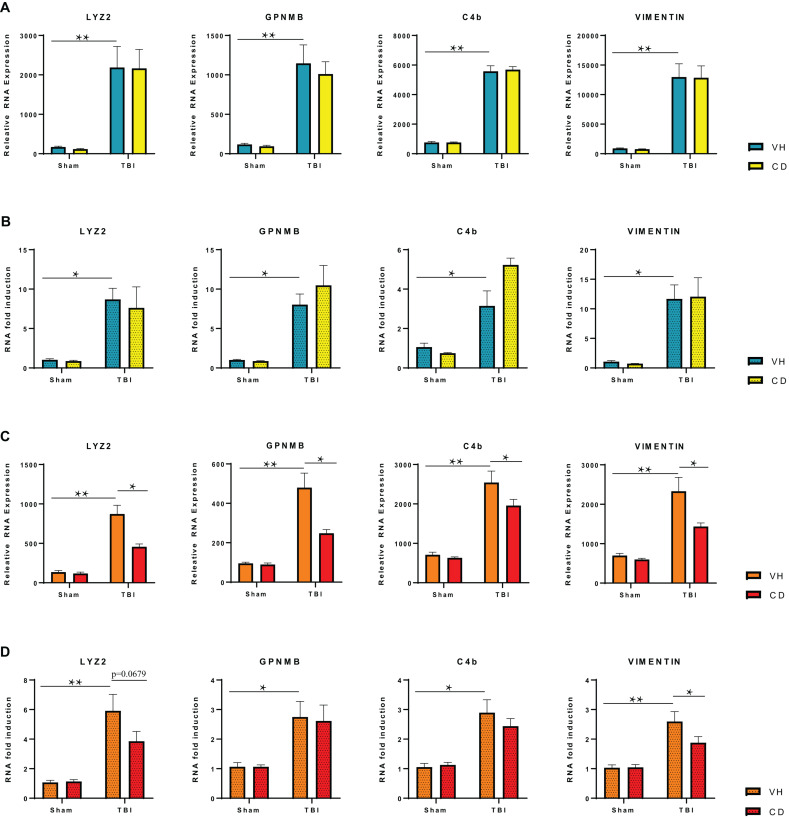
RT-qPCR Verification of Selected Differentially Expressed Genes in the Hippocampus at 3 and 29 dpi. **(A)** RNA-seq analysis shows highly elevated expression of specific genes in the ipsilateral hippocampus at 3 dpi that is not reduced on candesartan treatment. **(B)** RT-qPCR of RNA isolated from an independent cohort of injured mice confirmed changes seen in RNA-seq of injured hippocampi at 3 dpi. **(C)** RNA-seq analysis shows candesartan reduced the TBI mediated induction of RNA expression of these genes at 29 dpi. **(D)** RT-qPCR confirmed candesartan mediated reduction in expression of elevated gene Vimentin at 29 dpi, but not all investigated genes. C4b (complement C4B), Gpnmb (Glycoprotein Nmb), Lyz2 (Lysozyme 2) Vim (Vimentin) VH, vehicle; CD, candesartan. Mean +/– S.E.M., *n* = 4 **(A–C)**, *n* = 8 **(D)**. *p < 0.05, **p < 0.0001.

## Discussion

This study focused on a transcriptomic analysis of individual mouse brain regions after TBI and after treatment with the angiotensin receptor blocker candesartan. We and others have previously shown that candesartan improves functional and morphological recovery in pre-clinical models of TBI (Villapol et al., 2012, 2015; Villapol and Saavedra, 2015). In this study we sought to understand the molecular mechanisms underpinning candesartan’s beneficial effects. Our data point to a role for candesartan in altering many different aspects of the response to TBI, particularly those involved with cellular response to stress, extracellular matrix alterations and the innate immune response. We found a more pronounced effect at an earlier (3 dpi) rather than a later time point (29 dpi) and in the area closer to the lesion (hippocampus) rather than further away (thalamus, hypothalamus). This transcriptomic analysis indicates several novel pathways that are altered by candesartan after brain injury that should assist in determining the molecular effects of candesartan’s beneficial actions in treating TBI.

The most pronounced differences within this transcriptomic analysis were the differences in gene expression between brain regions (Figures 2, 3). Surprisingly, these differences were greater than the differences after TBI at either time point or between candesartan and vehicle treated animals. This large difference in the transcriptome between the hippocampus, thalamus and hypothalamus indicates the very specialized functions that each of these brain regions has, and is similar to what others have found, in the mouse, and in higher organisms (Ng et al., 2009; Kasukawa et al., 2011; DiCarlo et al., 2017; Zhu et al., 2018). The effect of TBI on the transcriptome was most apparent in the hippocampus at 3 dpi, with over 1500 genes differentially expressed in the hippocampus after TBI in either vehicle or candesartan treated mice (Table 1). The pronounced effect of TBI within the hippocampus was expected given the proximity of the hippocampus to the location of the TBI. The effect of TBI on the transcriptome dissipated with distance from the lesion with a reduced effect in the thalamus and only one DEG in the hypothalamus at 3 dpi (Table 1). 

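Whether injury changed genes more in the hippocampus than elsewhere was tested as the effect of TBI + VH against Sham + VH in the hippocampus minus that in the other region at 3 dpi, over 17788 genes with edgeR. Against the thalamus 723 genes differed, 644 with a larger increase or smaller decrease in the hippocampus and 79 the other way, and against the hypothalamus 1096, 923 and 173. The thalamic count was 466 without the hippocampal library TBI + VH replicate 3 and up to 974 without replicate 2. Libraries of different regions were treated as independent, since no label says which come from the same mouse.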

The TBI-induced differences in the transcriptome were much reduced at 29 dpi, with the hippocampus having the most DEGs at this later time point also.

We designed this study to identify candesartan-mediated changes in the brain transcriptome in response to TBI, in order to identify novel pathways through which candesartan could act to improve recovery from injury. Although the magnitude of the candesartan response was lower than expected, we did find many genes and pathways that were regulated by candesartan particularly in the hippocampus at 3dpi (Tables 2, 4 and Supplementary Table 1). Interferon signaling was one immune related pathway that was altered by candesartan at 3 dpi in the hippocampus. 

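In a list of 28 interferon response genes 27 were DEGs in TBI + CD and 13 in TBI + VH in the hippocampus at 3 dpi. The median log2 fold change was 1.61 in TBI + CD (fry FDR 0.0137) and 1.00 in TBI + VH (FDR 0.0545), and 28 of 28 genes were higher in each. The median difference between TBI + CD and TBI + VH was 0.45, again with 28 of 28 genes higher in TBI + CD, but fry gave FDR 0.328 for it. Of the 13 interferon signaling genes in the paper's Table 4, 12 were DEGs in TBI + CD and 3 in TBI + VH, and their median difference between the injured groups was 0.38, with 6 at an unadjusted p under 0.05.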

We found enrichment of genes involved with interferon signaling, including type 1 interferon (Table 4) at this early time point in the TBI + CD group. IFN signaling activates innate and adaptive immunity in response to infections and cell injury (Ivashkiv and Donlin, 2014). Activation of the type 1 IFN pathway in response to TBI induces neuro-inflammation, neuronal cell death, and glial reactivity (Karve et al., 2016). 

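Usp18 (chromosome 6, 121245906 to 121270917) had 0.629 ± 0.19 CPM in Sham + VH, 1.17 ± 0.603 CPM in TBI + VH and 2.29 ± 1.01 CPM in TBI + CD (SD, n = 4). Its log2 fold change was 1.86 (SE 0.37, FDR 0.00173) in TBI + CD and 0.90 (SE 0.39, FDR 0.155) in TBI + VH, and 0.97 (SE 0.35, unadjusted p = 0.0127, FDR 0.999 from edgeR) between the injured groups. Isg15 (chromosome 4, 156199424 to 156200818) had 0.744 ± 0.149, 1.56 ± 0.66 and 3.17 ± 1.79 CPM in the same groups (SD, n = 4). It rose by 2.09 (SE 0.40, FDR 0.00136) in TBI + CD and 1.07 (SE 0.42, FDR 0.11) in TBI + VH, with a difference of 1.01 (SE 0.37, FDR 0.999). TBI + CD replicate 2 had 0.828 CPM of Isg15 and the other 3 libraries 2.7 to 4.57 CPM.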

We observed up-regulation of the IFN signaling genes USP18 and ISG15 in the hippocampi of mice in the TBI + candesartan group at 3 dpi (Table 4). USP18 acts as a type 1 IFN receptor modulator, decreasing IFN responsiveness through blocking the interaction between JAK1 and the IFN receptor and therefore inhibiting downstream signaling events (Malakhova et al., 2006; Francois-Newton et al., 2011; Burkart et al., 2013; Wilmes et al., 2015; Honke et al., 2016; Basters et al., 2018). Induction of USP18 gene expression by candesartan would therefore inhibit interferon signaling in the cells in which this gene is expressed. ISG15 acts on USP18, stabilizing USP18 and preventing it from degradation. Induction of ISG15 by candesartan may therefore also reduce type 1 IFN signaling (Bihl et al., 2015). Some studies have shown that USP18 may act as a negative regulator of microglia activation through modulating IFNAR2, signaling, thus having a protective role on microglia function (Goldmann et al., 2015). Although both USP18 and ISG15 are both expressed in microglia, their expression in the brain is the strongest in endothelial cells (Zhang et al., 2014). Thus, candesartan may be interfering with interferon signaling in microglia and endothelial cells after TBI.

Pathway analysis of the effects of candesartan at 3 dpi in the hippocampus identified nine genes associated with chromosome maintenance and other processes associated with DNA replication (Table 4). These were also part of the reactome (Figure 5). 

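The chromosome maintenance genes of Table 4 number 9, of which 8 were tested, and 8 were DEGs in TBI + CD and 2 in TBI + VH. Their median log2 fold change was 0.45 in TBI + CD and 0.36 in TBI + VH, a median difference of 0.16 with 1 gene at an unadjusted p under 0.05. A list of 26 proliferation genes, led in abundance by Pcna, Mcm6, Mki67 and Top2a, rose by a median of 1.71 in TBI + CD (25 DEGs, fry FDR 0.0248) and 1.64 in TBI + VH (21 DEGs, FDR 0.0337). Between the injured groups its median was 0.09 (FDR 0.874).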

The majority of these genes encode non-specific regulators of DNA synthesis. Angiotensin II has been shown to promote DNA replication in vascular smooth muscle and other cell types (Makita et al., 1995; Pawlikowski et al., 1999; Touyz et al., 1999; Chiu et al., 2003) and candesartan can mitigate angiotensin II induced DNA damage (Schmid et al., 2008). DNA replication and repair are important components of the response to TBI, with problems in DNA repair, and enduring DNA damage contributing to functional deficits after TBI (Davis and Vemuganti, 2020). Candesartan’s actions in regulating DNA repair and synthesis may indicate an additional pathway through which it has beneficial action after TBI.

Both GO (Table 2) and pathway analysis (Table 4) identified multiple genes associated with blood vessel and circulatory system development up-regulated in the hippocampi of the TBI + CD mice, suggesting a possible role for candesartan in the regulation of vascular endothelial cells within the hippocampus after injury. Additionally, pathway analysis of down-regulated unique genes in the TBI + VH condition identified a reduction in integrins of angiogenesis (Table 5). AT1 receptor blockade utilizing candesartan stimulates angiogenesis through the regulation of vascular endothelial factor (VEGF) and offers protection in animal models of ischemic retinopathy (Shanab et al., 2015) and stroke (Guan et al., 2011). There are many adverse effects of TBI on the cerebral vasculature, including edema and chronic inflammation (Salehi et al., 2017). Candesartan mediated improvements in angiogenesis and vascular function after TBI are an obvious target as the AT1 receptor is expressed throughout the vasculature. These transcriptomic data suggest that candesartan is functioning through such mechanisms after TBI.

Genes associated with the extracellular matrix (ECM) were also highly represented in our analysis of candesartan activity at 3dpi in the hippocampus. Candesartan administration after TBI resulted in the up-regulation of GO families associated with cell adhesion (Table 2), and pathway analysis identified the ECM organization as the most significantly up-regulated reactome (FDR < 0.05) (Table 4). 

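The 16 extracellular matrix genes of Table 4 were higher in TBI + CD than in TBI + VH by a median of 0.21 on the log2 scale, 2 of them at an unadjusted p under 0.05. The 15 genes of a list of leptomeninges and fibroblasts, cells that make much of the matrix around the brain, had medians of -0.16 in TBI + VH and -0.18 in TBI + CD against Sham + VH and 0.06 between the injured groups.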

The angiotensin system’s modulation of the ECM has been studied extensively in its role in cardiac disease (Weber, 1997; Singh et al., 2008; Dab et al., 2012) and suggested to play a role in neural plasticity (Wright and Harding, 2004). The maintenance of the ECM plays an important role in modulating inflammation and is a potentially important factor in repair after TBI (Gaudet and Popovich, 2014).

Candesartan treatment for 3 days in sham injured mice resulted in significant differential gene expression (FDR 0.05, abs log2 FC > 0.32) in the hippocampus relative to that in sham injured mice treated with vehicle (Table 1). 

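Whether the effect of candesartan in sham mice differed between regions at 3 dpi was tested as Sham + CD minus Sham + VH in the hippocampus against the same difference in another region, with edgeR. Against the thalamus 32 genes differed, 30 of them in the direction of a larger decrease in the hippocampus, with 2090 at an unadjusted p under 0.05. Against the hypothalamus it was 60, with 59 in that direction and 1732 at an unadjusted p under 0.05. DESeq2 gave 93 and 131. The counts were 244 and 248 without the hippocampal library Sham + VH replicate 3. Against the thalamus they fell to 18 and 10 without Sham + VH replicates 2 and 4 and to 15 without Sham + CD replicate 2 or 4. Against the hypothalamus they fell to 30, 37 and 22 without Sham + VH replicates 1, 2 and 4 and to 36 and 28 without Sham + CD replicates 3 and 4. Of the 30 genes of choroid plexus epithelium, 3 were past the threshold against the thalamus and 8 against the hypothalamus, and of the 40 motile cilia genes 0. In the thalamus the choroid plexus list was lower in Sham + CD as well, by a median log2 fold change of -1.34 (28 of 28 genes lower, fry FDR 0.228). From the absence of such DEGs in the other regions the paper proposes that the effect is specific to the hippocampus.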

Interestingly, this effect was not noted in any of the other brain regions suggesting that this effect is hippocampal-specific. As these mice received a skin incision with isoflurane administration without a craniotomy it is surprising that this differential expression is not seen in either the hypothalamus or the thalamus, particularly given the high level of expression of AT1R in the hypothalamus (Nishimura et al., 2000; de Kloet et al., 2015; Wang et al., 2016b). These data suggest therefore that either candesartan has greater access to the hippocampus, than the thalamus or hypothalamus, perhaps indicating region specific differences in the blood brain barrier; or that candesartan has different effects within specific brain regions. Analysis of the candesartan effects in the hippocampus of sham mice shared some gene ontology categories with those from unique DEGs identified in the hippocampus of mice treated with candesartan after TBI. Specifically, these included genes involved with cilium organization and structure, and ion transport (Table 2 and Supplementary Table 2). To our knowledge this is the first report of candesartan-specific gene regulation in the hippocampus of mice without brain injury. As several different behavioral effects have been noted for candesartan and related ARBs (Wright and Harding, 2004; Khoury et al., 2012; Nylocks et al., 2015), our data provide useful information as to their potential effects in specific brain regions. This hippocampal-specific effect of candesartan in sham mice was no longer detectable in mice treated for 29 dpi. It is possible that longer term treatment led to desensitization of receptors or other signaling molecules to reduce this effect, particularly as the 29 dpi mice had candesartan administered through an osmotic minipump, providing constant low dose administration in contrast to the daily injections received by the 3 dpi group mice.

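At 29 dpi the mean log2 CPM of the choroid plexus list in the hippocampus was 5.35, 1.16, 0.93 and 4.30 in Sham + VH replicates 1 to 4 and 0.93, 0.47, 4.08 and 1.04 in Sham + CD, a difference of -1.30 (2-sided exact permutation test, p = 0.2). For the motile cilia list the difference was -0.57 (exact p = 0.143). The change between 3 and 29 dpi was not tested, since the cohorts differ in the route of the drug.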

The overall effect of candesartan treatment in mice after TBI was smaller than expected. We used a sub-hypotensive dose of candesartan (0.1 mg/kg/day) that we and others have previously shown to be effective for improving recovery from CCI in mice (Timaru-Kast et al., 2012; Villapol et al., 2012, 2013, 2015). However, this low dose did not produce robust changes in gene expression, even in the hippocampus. The changes in gene expression with candesartan treatment after TBI were swamped by those produced in response to the TBI, particularly in the hippocampus. Thus, while there were 1732 DEGs in the hippocampus in the TBI + CD group in comparison to the Sham + VH group, 1166 of these genes were also found in the TBI + VH group. Nonetheless, candesartan treatment did produce important changes in gene expression in specific pathways, even at the acute 3 dpi time point. 

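The correlation across genes between the log2 fold changes of TBI + CD and TBI + VH at 3 dpi was also compared with 20 simulations in which both groups carried 1 identical effect, a setting added after the counts were seen. They gave correlations of 0.936 to 0.944, above the 0.920 of the libraries, and 1520 to 1560 shared genes, with 1530 in the libraries. With no difference between the groups, 140 to 182 genes were called up-regulated only in TBI + VH, where the libraries gave 124, and 141 to 180 only in TBI + CD, where they gave 336. Down-regulated in TBI + VH only were 77 to 125 genes and in TBI + CD only 85 to 123, where the libraries gave 142 and 164, both above every simulation. The simulated genes varied independently, and other divisions of the 8 injured libraries gave wider counts: as many genes up-regulated in only 1 of the groups (460) in 17 of 35 divisions, with up to 951, and as many down-regulated (306) in 20 of 35, with up to 563.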

The magnitude of these changes were not as great as those produced by TBI. However, as this dose of candesartan has therapeutic efficacy in this model of TBI, it is possible that these smaller changes in gene expression, or those that were more variable in our hands, may be relevant to its mechanism of action.

An additional explanation for the relatively small effects of candesartan on gene expression after TBI, is the potentially small effect of blocking the AT1 angiotensin receptor after injury. The number of cells that have high level expression of this receptor in the hippocampus and thalamus is quite small (Lenkei et al., 1997, 1998), and the effect of angiotensin II after TBI is not known. Examination of gene expression changes in specific cell types that are known to express the AT1R, such as endothelial cells and neurons, may have produced stronger gene expression changes. In the present study, some significant cell-specific alterations in gene expression by candesartan may have been masked by unchanged expression in other cell types. We have previously shown that AT1aR KO mice are partially protected from TBI, with a smaller lesion and reduced GFAP expression after injury (Villapol et al., 2015), suggesting that signaling through the AT1R does play some role in the response to TBI in mice. Additionally, candesartan efficacy in improving recovery in a mouse model of TBI is partially also due to its partial agonism of the PPARγ receptor (Villapol et al., 2012, 2015). As PPARγ is more widely expressed than the AT1R (Bernardo and Minghetti, 2006), stimulating PPARγ receptor signaling expands the cellular repertoire of candesartan. However, in this study we were not able to differentiate between expression changes that were a result of antagonism of the AT1R or agonism of PPARγ.

Another limitation of our study was that our sham group of animals was anesthetized with a skin incision only without craniectomy. It has been shown that even a very careful craniectomy can cause minor damage to the brain parenchyma, simulating a mild brain injury (Cole et al., 2011; Lagraoui et al., 2012). Therefore, many groups, including ours, have switched to using mice without a craniectomy as a sham. Our original studies that showed candesartan efficacy in the mouse CCI model were run using this sham (Villapol and Saavedra, 2015; Villapol et al., 2015), and as we replicated those studies here, we used the same controls. Nonetheless, there are limitations in comparing the transcriptome in brain regions after craniectomy and TBI with those in a brain without either. Potential damage to the bone or meninges could influence gene expression in the underlying brain. As the brain regions investigated here do not lie immediately below the skull, this may be less of a concern. A potential alternate control could have been the contralateral, uninjured corresponding brain region. However, it has also been shown that the contralateral side is not completely unaltered by the injury (Rola et al., 2006; Urrea et al., 2007), and the contralateral regions were not considered good controls for the comparisons with the injured brain run here. We therefore feel that the sham injured animals we used as controls were the most appropriate for our specific experiments, although there are limitations associated with their use.

We and others have previously shown that administration of ARBs after brain injury has anti-inflammatory activity, including reduction of reactive astrocytosis and microgliosis, and reduction of cytokines in the peri-lesional area (Timaru-Kast et al., 2012; Villapol et al., 2012, 2015) even at acute times after injury. However, in this study candesartan administration did not reduce TBI-induced expression of multiple pro-inflammatory genes at 3 dpi in the hippocampus (Figure 6 and data not shown). 

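In the hippocampus at 3 dpi a list of 18 reactive astrocyte genes rose by a median log2 fold change of 2.75 in TBI + VH (fry FDR 7.32e-05) and 2.75 in TBI + CD (FDR 5.77e-05), with a median of 0.01 between the injured groups (FDR 0.969). Its most abundant members were Gfap, Serpina3n, Vim and C4b. The 24 genes of a list of disease-associated microglia rose by 1.51 (FDR 0.000796) and 1.50 (FDR 0.000394), and differed between the injured groups by 0.04 (FDR 0.852). Its most abundant members were Fth1, Apoe, Ctsd and Ctsb, which many other brain cells express. The 15 genes of homeostatic microglia rose by 1.36 (FDR 0.000183) and 1.47 (FDR 0.000102), and differed by 0.09 (FDR 0.623).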

We interpret these data to show the considerable strength of the TBI-mediated induction of inflammatory gene expression at this early time point. This discrepancy in candesartan action with similar dose and route of administration, between our prior findings, and those of this transcriptomic analysis is likely not explainable by the difference between the induction of RNA, in this paper, and protein in our prior publications. However, the anti-inflammatory action of candesartan was detectable in the RNA seq data from the hippocampi of mice at 29 dpi where candesartan did reduce expression of several inflammatory genes and genes associated with reactive gliosis including GFAP (Figure 6 and Supplementary Table 4). This action was also reflected in the GO analysis of unique genes that were up-regulated in the TBI + VH group but not in the TBI + CD group at 29dpi in the hippocampus. These GO terms include immune response, regulation of the immune response, and inflammatory response amongst other terms (Table 3).

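Gfap (chromosome 11, 102887336 to 102900912) had 347 ± 78.2 CPM in Sham + VH, 914 ± 425 CPM in TBI + VH and 602 ± 78.4 CPM in TBI + CD at 29 dpi (SD, n = 4). It was a DEG in TBI + VH (log2 fold change 1.40, SE 0.23, FDR 0.00515) and not in TBI + CD (0.80, SE 0.23, FDR 0.352), and between the injured groups it differed by -0.60 (SE 0.23, FDR 0.882 from edgeR, 2-sided exact permutation p = 0.171). The reactive astrocyte list rose by a median of 1.09 in TBI + VH (FDR 0.00109) and 0.68 in TBI + CD (FDR 0.0162), and 16 of 18 genes were lower in TBI + CD than in TBI + VH, by a median of -0.42 (fry FDR 0.112). The 26 tested genes of the list of interferon response genes differed by a median of -0.02.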

The reduction in inflammatory gene expression at 29 dpi is probably the result of candesartan action on several different cell types, with an important microglial component. 

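A list of 24 genes of disease-associated microglia (DAM), a state that microglia take up in injured or diseased brain, was compared in the hippocampus at 29 dpi. Against Sham + VH, 22 of 24 genes were higher in TBI + VH, 12 as DEGs, with a median log2 fold change of 0.39 (fry FDR 8.92e-05), and the median in TBI + CD was 0.28 (FDR 0.00107). Between TBI + CD and TBI + VH 23 of 24 genes were lower in TBI + CD, with a median of -0.23 (fry FDR 0.0257). It was the only 1 of 20 lists past the FDR in this comparison by fry. Camera called 11 of the 20 with its preset correlation and 0 with a correlation estimated for each list.

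**Figure D3:**
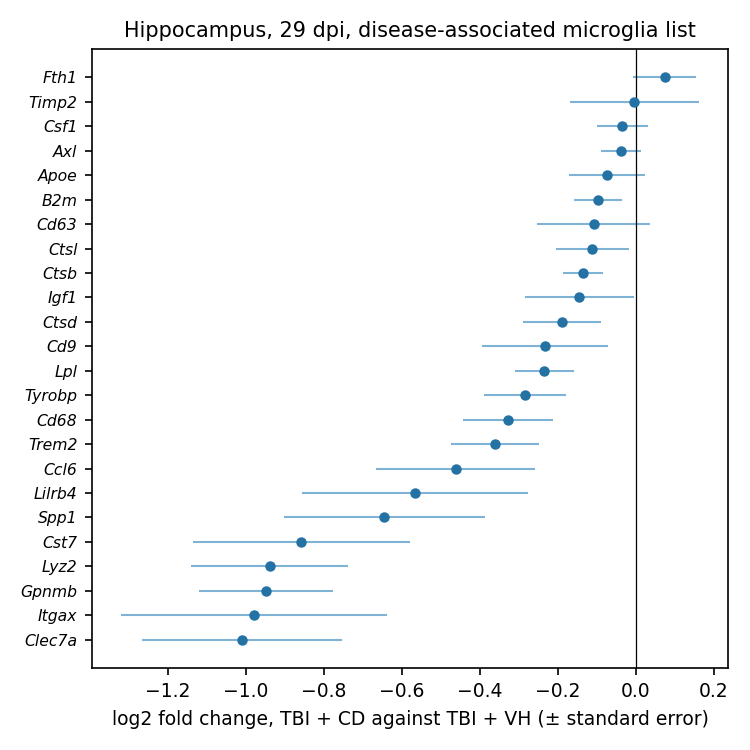
Log2 fold change between TBI + CD and TBI + VH in the hippocampus at 29 dpi for the 24 genes of the disease-associated microglia list, with bars of 1 SE either side of the estimate and a line at 0. Fth1 is the only gene above 0 and Clec7a the lowest.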

Interestingly, we observed that some genes associated with the transcriptomic signature for Disease Associated Microglia (DAM) were shown in our unique gene analysis at 29 dpi in the hippocampus (Keren-Shaul et al., 2017; Deczkowska et al., 2018). These genes, including Trem2, Itgax and Spp1 were upregulated only in the TBI + VH group, implying that candesartan reduced their expression. 

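Trem2 had 15.4 ± 1.71 CPM in TBI + VH and 12 ± 1.25 CPM in TBI + CD (SD, n = 4). It was a DEG in TBI + VH (log2 fold change 0.79, SE 0.12, FDR 0.00227) and not in TBI + CD (0.43, FDR 0.3), with a difference of -0.36 (FDR 0.882). Spp1 had 27.9 ± 9.18 and 17.9 ± 3.46 CPM (SD, n = 4), with log2 fold changes of 1.83 (SE 0.28, FDR 0.00253) and 1.19 (FDR 0.158) and a difference of -0.64. Itgax (chromosome 7, 128129547 to 128150657) had 0.134 ± 0.145 CPM in Sham + VH, 4.74 ± 1.36 CPM in TBI + VH and 2.43 ± 1.16 CPM in TBI + CD (SD, n = 4), and was a DEG in both, at 4.65 (SE 0.49, FDR 7.98e-05) and 3.67 (SE 0.50, FDR 0.00387). Its difference was -0.98 (SE 0.34, FDR 0.882 from edgeR, 2-sided exact permutation p = 0.0857). From the calls in TBI + VH only, the paper reasons that candesartan reduced the expression of such genes.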

There were many mainly microglial-specific genes, associated with the unique gene analysis in the TBI + VH group at 29dpi, including Clq, Tlr7, Itgb2, C3ar1 and Csfr1 adding to the evidence that candesartan had a specific effect on activated microglia at this time point (Zhang et al., 2014). 

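The microglial genes named were DEGs in TBI + VH at 29 dpi and not in TBI + CD. C1qa, C1qb and C1qc, the genes of the C1q chains, had log2 fold changes of 0.80, 0.73 and 0.71 in TBI + VH and 0.52, 0.45 and 0.44 in TBI + CD. Tlr7 rose by 0.88 (FDR 0.0359) and 0.62 (FDR 0.37), Itgb2 by 0.70 (FDR 0.000857) and 0.46 (FDR 0.0824), C3ar1 by 1.43 (FDR 0.0067) and 0.79 (FDR 0.421), and Csf1r by 0.39 (FDR 0.00582) and 0.24 (FDR 0.3). Between TBI + CD and TBI + VH each was lower, from -0.15 for Csf1r to -0.64 for C3ar1, and none passed an FDR of 0.05 by edgeR. The list of 15 homeostatic microglia genes, which includes the C1q genes and Csf1r, was lower by a median of -0.10 (14 of 15 genes, fry FDR 0.282).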

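Lyz2 was a DEG in TBI + VH and in TBI + CD at 29 dpi and lower in every TBI + CD library than in every TBI + VH library. A list of 14 genes of monocytes and border macrophages, of which 10 were tested and Lyz2 is not a member, differed between TBI + CD and TBI + VH by a median of 0.05 at 29 dpi.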

One gene we identified as being reduced by candesartan treatment after TBI at 29dpi in the hippocampus was the Lyz2 gene, despite this gene not being part of the unique gene analysis at this time point. The Lyz2 gene encodes the lysosomal enzyme lysozyme M (Orthgiess et al., 2016) which in mice is highly expressed within peripheral macrophages and monocytes (Cross et al., 1988), and whose promoter use in LysM-Cre mice has driven many macrophage-specific mouse knockouts (Dosch et al., 2019). Although once thought of as a microglial gene, Lyz2 now forms part of the transcriptomic signature for infiltrating monocytes into the CNS (Izzy et al., 2019; Ronning et al., 2019; Ellwanger et al., 2021), so its reduction by candesartan may indicate reduced infiltration of these monocytes at this later time point. A closer examination of the effect of candesartan treatment on microglial and macrophage lineage cells in the CNS after injury will require cell sorting and scRNA seq analysis on these different cellular populations.

Although the effects of candesartan in the hippocampus could be mediated by either/both antagonism at the AT1R or agonism at the PPARγ receptor, it is also possible that a third receptor mediates some of the changes in gene expression specifically in the hippocampus. 

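Mas1 (chromosome 17, 12841079 to 12868143), the gene of the Mas receptor, had a mean of 42.5 CPM over the 16 hippocampal libraries at 3 dpi and 45.8 CPM at 29 dpi. Agtr1a (chromosome 13, 30336441 to 30382867), the gene of the AT1a receptor, had 0.525 and 0.664 CPM. CPM does not correct for transcript length. In the GENCODE vM21 annotation the exons span 2.62 kb for Mas1 and 2.79 kb for Agtr1a, which argues against length as the source of this difference. Mas1 was 46.9 ± 3.43 CPM in Sham + VH and 35.7 ± 1.47 CPM in TBI + VH at 3 dpi (SD, n = 4), a log2 fold change of -0.39 (SE 0.07, FDR 0.000783 from edgeR).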

The Mas receptor is very highly expressed in the dentate gyrus of the hippocampus (Freund et al., 2012), and our RNA seq data indicate that at least at the level of RNA, is much more highly expressed than the AT1a receptor in the hippocampus (Supplementary Figure 3). As candesartan has been shown to induce activity and expression of ACE2, the enzyme that converts Ang II to the Mas receptor ligand, Ang-(1-7), it has been postulated that some of candesartan’s beneficial effects may be mediated by enhancing activation of the ACE2/Ang-(1-7)/MasR axis (Pernomian et al., 2015). Indeed, we have previously shown that Ang-(1-7) treatment after TBI can also enhance recovery (Janatpour et al., 2019). Further delineation of which receptor mediates candesartan’s regulation of gene expression will await experiments involving specific receptor knockout mice.

The data we present here provide an array of information on the response to TBI in different brain regions at different time points, and the effects of candesartan on these responses. We have shown that candesartan can alter multiple pathways including interferon signaling, extracellular matrix alterations, DNA replication and manipulation of cerebrovascular repair and function. Some of these functions are in agreement with a prior microarray study of candesartan action on primary cerebellar granular neurons in response to glutamate treatment (Elkahloun et al., 2016), suggesting that candesartan can act directly on neurons in the intact brain. However, we also propose that much of the beneficial effects of candesartan after TBI will be on glia and the cerebrovasculature. This study will serve as a starting point for a more detailed and granular examination of candesartan action on specific cell types, and pathways to delineate the molecular actions of this drug after TBI. Further understanding of the complex interactions through which candesartan can improve the pathophysiology of TBI may help provide future targets for treatment.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO database, GSE163415.

## Ethics Statement

The animal study was reviewed and approved by Uniformed Services University Institutional Animal Care and Use Committee.

## Author Contributions

PA, CD, and AJS planned the experiments. PA, MR, and AI performed the experiments. PA, AS, MW, and DS analyzed the data. PA, MW, AS, CD, DS, and AJS interpreted the analysis. PA, DS, and AJS wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

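The data are the count tables that the authors deposited for 96 bulk RNA-seq libraries from the hippocampus, thalamus and hypothalamus of male mice, 48 libraries at 3 days post-injury (dpi) and 48 at 29 dpi. Each region and time point has 4 groups of 4 libraries: Sham + VH, TBI + VH, Sham + CD and TBI + CD, where VH is vehicle and CD candesartan at 0.1 mg/kg per day. Each column of the tables was assigned to a library by its label, and 0 columns were left without one.

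The authors aligned paired-end reads to the mm10 mouse genome with MapSplice and counted them on genes with HTSeq. Both tables hold whole numbers without normalization for 32594 genes listed by symbol, which is the unit the deposited files are described with. The annotation, the handling of strand and the treatment of reads that fit several genes are not stated in the paper. For that reason values of paralogs and of overlapping genes are uncertain. Of the symbols, 23155 (71%) are found in the GENCODE vM21 annotation, from which the chromosome positions given at the claims and the gene lengths were taken. Counts per library and their medians per group are given at the first result.

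Every comparison was made within 1 region and time point on its 16 libraries. Genes were kept by edgeR's filterByExpr with its defaults on the 4 groups, counts were scaled by TMM, and the groups were compared by the 2-sided quasi-likelihood F test of edgeR 4.0.16 under R 4.3.3. The 20 comparisons are each of the 3 other groups against Sham + VH in the 6 sets of libraries, and TBI + CD against TBI + VH in the hippocampus at both time points. A gene is called at a false discovery rate (FDR) under 0.05, after Benjamini-Hochberg adjustment within the comparison, with an absolute log2 fold change above 0.32, the paper's thresholds. The standard error of a log2 fold change is its size divided by the square root of F. The interaction of candesartan with injury was tested in the same fits of the hippocampus, and differences between regions in a fit of the 48 libraries at 3 dpi that treats the regions as independent.

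The test was checked on counts simulated from the hippocampal libraries at 3 dpi, with 200 changed genes. edgeR found 79% of them and DESeq2 81%, with 4 and 13 false calls over the 16433 and 16756 genes tested, and the interaction test found 131 of 194 changed genes (67.5%), with 7 false calls. The share found at each size of change is given with the numbers of DEGs. It is the precision that 4 libraries per group at this depth allow for genes that vary independently, as the simulated genes did.

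Gene lists were tested with fry of limma 3.58.1, adjusted over 1200 list tests, or over their own 60 tests for the 3 lists added later. The 18 lists of cell types, structures and responses were written from general knowledge of marker genes when the supplementary tables of the paper, but not the counts, had been seen. To these come the genes of Tables 4 and 5 of the paper, and 3 lists that were written after the counts were seen and before they were tested. The score of a list is the mean log2 CPM of its genes with a prior count of 2, compared between groups by a 2-sided exact permutation test over all divisions of the libraries. Clustering and principal components used log2 CPM in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The share of the sum of squares that belongs to injury or candesartan was compared with every other division of the 16 libraries.

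Genes are named by a rule: the genes that the paper's text names for these comparisons, the 3 largest increases and 3 largest decreases of each comparison among called genes with a mean of at least 1 CPM whose groups do not overlap, every called gene where a comparison has at most 5, and the 4 most abundant members of a list. The values of the paper's own genes in its supplementary tables had been seen. Other genes are marked where they are named. The most abundant members of 1 list are not reported here.

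These alternatives were set before the data were examined, along with the comparisons, thresholds, lists and the naming rule: DESeq2 1.42.0 with and without shrunken fold changes, RLE factors in place of TMM, no filter on low counts, the FDR alone as threshold, only the libraries of the groups compared, the replicate number as a block, a score for choroid plexus content as a covariate in the hippocampus, and each library left out in turn. For lists they are camera with a preset and with an estimated correlation, and for clustering other numbers, rankings and scalings of genes and Ward linkage. Because comparisons with the same Sham + VH libraries share their chance values, overlaps were set beside 20 simulations with the same controls. Further settings were added after the counts were seen, and the text says so where they are used. Where the score of a list was a covariate, the genes of that list were left out of the numbers of genes called.

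Left out were the quantitative PCR, the protein network and the enrichment of gene ontology terms, for which no values per sample are part of the files analysed here. TPM was not recomputed, since the gene lengths the authors used are not given.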

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

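The tests chosen after the result was seen are the correlation with choroid plexus content at 29 dpi, the reading of the choroid plexus and motile cilia covariates, the count of genes without TBI + VH replicate 2 and the counts over other splits of the libraries with the draws left out of them, and the tests of ependymal genes and of nuclear RNAs were written before their results.

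The choroid plexus epithelium is not mentioned in the paper, and its genes make up the strongest signal between Sham + CD and Sham + VH hippocampi at 3 dpi: the mean log2 CPM of its 30 genes differed by -3.32 (2-sided exact permutation test, p = 0.0286, 0.343 after adjustment over 48 tests; lower in 4 of 4 Sham + CD libraries). Within Sham + VH, replicate 3 lay far from the others, at 1.66 against 4.64 to 4.92, a gap of 0.913 of the range. In Sham + CD at 29 dpi, replicate 3 lay above the others, at 4.08 against 0.47 to 1.04 (0.844 of the range), and in the hypothalamus at 3 dpi Sham + CD replicate 4 lay below them, at 0.87 against 1.41 to 1.50 (0.861 of the range). Chance alone gives about 1 far library in 20 groups, and 29 of the 432 groups tested over the lists (6.71%) had one.

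Different amounts of choroid plexus in the dissected hippocampi may account for most genes lower in Sham + CD at 3 dpi. Ttr, Car12, Kl and Htr2c are the most abundant of the list, and of these Htr2c is also expressed by neurons. Of the 237 genes called lower, 31 are on the choroid plexus lists and 205 of the others were tested at 29 dpi. In the 16 hippocampi of the other cohort, 199 of these 205 (97.1%) had a correlation above 0.5 with the choroid plexus score, with a median of 0.89. Of the 16270 other genes 6.57% did, or 8.87% when weighted to the same levels of expression. The score as a covariate decides nothing here, because it was lower in 4 of 4 Sham + CD libraries. Its 30 genes, 26 of them among those called, were left out of the fit with the covariate. In that fit edgeR called 0 genes, with 855 at an unadjusted p under 0.05, as it would if the drug had lowered the same genes. DESeq2 called 450 without it and was not run with it. Depth is argued against, with group medians of total counts between 23192406 and 25174760. Candesartan as the only cause is argued against by Sham + VH replicate 3, which was low without the drug, and by TBI + CD replicate 1, which scored 4.07 with it. Over the 12 comparisons of candesartan with vehicle the score was lower in 8 (-3.32 to 1.19), 1 of them with an exact p under 0.05. An action of candesartan on the choroid plexus itself was not tested and stays open. Of the 35 splits of the 8 sham libraries, 2 gave as many genes as the real one (251 genes, and 345 in the other split), so that chance cannot be excluded for the count. The 251 became 553 without Sham + VH replicate 3, 1 without Sham + VH replicate 1 or Sham + CD replicate 3, 2 without Sham + CD replicate 1, and 0 without Sham + VH replicate 2 or 4 or Sham + CD replicate 2 or 4.

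The motile cilia genes that were lower in the same comparison may come with less ventricle lining in the dissected tissue. In a list of ependymal genes that are not part of a cilium, 6 of 6 tested genes were lower, by a median of -0.42 (fry FDR 0.252, which fails the correction), from Mia (-1.46) to Vit (-0.03). An effect on ependymal cells as a whole would look alike and stays open. Choroid plexus as the source cannot be told apart from this: with its score as a covariate the cilia list had a median of -0.26 (32 of 39 genes lower), because content and group go together in the sham libraries.

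In the hypothalamus the genes of motile cilia varied between libraries of the same group. TBI + VH replicate 4 lay far from the others at 3 dpi, at 3.21 against 3.73 to 3.74 (0.971 of the range), and at 29 dpi, at 0.82 against 3.32 to 3.70 (0.87 of the range). At 29 dpi the score was 1.83 in Sham + CD and 3.33 in Sham + VH, a difference of -1.50 (2-sided exact permutation test, p = 0.0286, 0.343 after adjustment over 48 tests; 4 of 4 Sham + CD libraries lower), and 40 of 40 genes were lower (median -1.20, fry FDR 0.223). The paper does not report on these genes in the hypothalamus. A candidate explanation is the amount of ventricle lining in the dissected tissue. The ependymal genes without cilia were lower by a median of -0.57 (6 of 6 genes, fry FDR 0.369, which fails the correction). That the genes at an unadjusted p under 0.05 went from 2269 to 701 with the cilia score as a covariate decides nothing, because the score goes with the groups. TBI + VH replicate 4 shows that a low score occurs without candesartan, while an effect of the drug on ependymal cells stays open. Whether this variation hides an injury response at 3 dpi stays open. With the cilia score as a covariate edgeR called 0 genes in TBI + VH, as without it, but the genes at an unadjusted p under 0.05 went from 577 to 862 and the smallest FDR from 1 to 0.58, and in TBI + CD from 653 to 686 and from 0.508 to 0.253. DESeq2, which was not run with the score, called 0 and 3.

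Gpnmb and Vim each had 1 library far from its group in the hippocampus, 2 of the 40 groups tested for the 4 genes of Figure 6 and Kcnh7, about what chance gives. Gpnmb in TBI + VH replicate 2 at 3 dpi had 18.7 CPM against 53.1 to 60.0 (0.832 of the range), and Vim in Sham + VH replicate 1 at 29 dpi 41.0 CPM against 30.1 to 31.5 (0.869 of the range). TBI + VH replicate 2 was also the lowest of its group for Lyz2 (29.4 against 88.2 to 126.9 CPM), C4b (188.6 against 229 to 264) and Vim (265.3 against 569.8 to 666.2). On the first component of the hippocampal libraries, which separated injury, it scored 8.14, below every other injured library (20.5 to 49.3). Its weaker injury signal is therefore not limited to Gpnmb. Differences in depth are removed by the scaling to CPM, and a milder impact in TBI + VH replicate 2 stays open. As a source of the genes higher only in TBI + CD it stays open too: without this library 277 genes were called so, against 336 with it and 549, 566 and 366 without TBI + VH replicates 1, 3 and 4. Without TBI + CD replicate 3 the count was 177. For Vim no biological explanation was tested.

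Among total counts, TBI + VH replicate 3 in the hypothalamus at 3 dpi, with 26109895 counts, lay 0.866 of the range from the nearest library of its group, 1 of 24 groups tested, which again is what chance gives. TMM scaling takes the total into account, and no biological explanation was tested.

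The effects of candesartan and of injury differed between regions at 3 dpi by edgeR. For Sham + CD against Sham + VH, 32 genes differed between hippocampus and thalamus and 60 between hippocampus and hypothalamus, and for TBI + VH against Sham + VH 723 and 1096. For the sham mice 10 and 8 of 100 splits drawn, the real one included, gave as many genes (largest other counts 614 and 322). For injury 7 and 5 of 100 did (1405 and 1685). Over all draws, chance therefore cannot be excluded for any of the 4 counts. In 4 of the other draws the hippocampi kept their real grouping, and for injury 4 of 4 gave as many genes. Without these, a choice made after they were seen, 8 and 4 of 96 splits gave as many for the sham mice and 3 and 1 of 96 for injury. The largest other counts were then 218 and 322 for the sham mice and 1059 and 484 for injury. Against the hypothalamus the real injury count of 1096 lay above every other remaining draw, which argues against chance for it. The other counts were still reached by some draws, and chance stays open for them. Such a count responds to an effect in hippocampus alone, and does not test a difference between regions. For the sham mice the choroid plexus content of the hippocampi may again be a candidate source, with 3 and 8 of its 30 genes among those that differed. The counts for sham mice were 244 and 248 without Sham + VH replicate 3. The other libraries lowered the thalamic count to 18 and 10 (Sham + VH replicates 2 and 4) and 15 (Sham + CD replicate 2 or 4), and the hypothalamic count to 30, 37 and 22 (Sham + VH replicates 1, 2 and 4) and 36 and 28 (Sham + CD replicates 3 and 4). The thalamic count for injury was 466 without TBI + VH replicate 3. The impact lies above the hippocampus, so that a stronger injury response there stays open as a biological explanation.

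Malat1, a long non-coding RNA that the paper's text does not discuss, was 1.00 higher in the hypothalamus of TBI + VH than of Sham + VH mice at 29 dpi on the log2 scale (4 of 4 libraries higher). A different share of nuclear RNA in the libraries is argued against as the cause, because 7 of 8 other long nuclear RNAs were lower, with a median of -0.12 and a range of -0.18 to 0.10. With the cilia score as a covariate Malat1 was again the 1 gene called. The real split was the only 1 of 35 with a gene called. In 3 other comparisons in which edgeR called 0, other splits reached 1 or 2, and without any 1 Sham + VH library or TBI + VH replicate 1, 2 or 3 edgeR called 0, so a single call among the 20 comparisons is weak evidence and chance stays open. Malat1 was also not called without Sham + CD replicate 1, 2 or 3 or TBI + CD replicate 1, which enter through the common estimate of spread, and DESeq2 called it with BC071253. A late effect of injury stays open, and overlapping transcripts at the locus were not tested.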

How the results depend on the processing

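The choroid plexus score as a covariate in the interaction and the motile cilia score as a covariate in thalamus and hypothalamus were chosen after the results were seen, and the other alternatives below were planned. Beside each count the value of the edgeR fit reported at the claims comes first. Where no reason is given, the cause was not tested.

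No result changed direction past a threshold under any alternative run. The share of the sum of squares between regions (8 of 8 comparisons with an alternative) and the clustering by region (10 of 10) held throughout. Of 148 counts of called genes under alternatives other than leaving out a library, 116 stayed within 1.5 times the reported count and 32 did not, and of 160 with a library left out 126 did and 34 did not. For the numbers of unique and shared genes it was 66 of 96 and 103 of 144. The genes of Figure 6 kept direction and call in 219 of 224 cases, and 5 more were called only under the alternative. With libraries left out it was 251 of 256, with 5 calls lost. For the other named genes the call held in 1451 of 1503 cases (40 lost, 12 gained) and in 1640 of 1728 with libraries left out (82 lost, 6 gained). For single gene lists it held in 559 of 640 cases (70 gained, 11 lost) and in 124 of 128 with libraries left out (2 gained, 2 lost).

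Tools. DESeq2 called more genes than edgeR in Sham + CD hippocampus at 3 dpi (251; DESeq2 450, shrunken fold changes 430), in thalamus at 3 dpi for TBI + VH (50; 91), Sham + CD (0 with 1152 genes at an unadjusted p under 0.05; 9, shrunken 5) and TBI + CD (70; 128), and in hypothalamus at 3 dpi for TBI + CD (0 with 653; 3, shrunken 1). At 29 dpi it did so in hippocampus for TBI + VH (89; 140), Sham + CD (0 with 810; 2, shrunken 2), TBI + CD (20; 52, shrunken 40) and TBI + CD against TBI + VH (0 with 893; 4, shrunken 7). It also did so in thalamus for TBI + CD (0 with 815; 22, shrunken 5) and in hypothalamus for TBI + VH (1; 2, shrunken 2), Sham + CD (0 with 2269; 9) and TBI + CD (0 with 662; 1, shrunken 1). For Figure 6, DESeq2 called Lyz2 (-0.93) and Gpnmb (-0.95) between the injured groups at 29 dpi, and with shrunken fold changes Lyz2 (-0.47), Gpnmb (-0.52) and Vim (-0.42). The interaction had 364 genes at 3 dpi and 3 at 29 dpi by DESeq2, where edgeR had 0 (2196 and 890 at an unadjusted p under 0.05), and 118 at 3 dpi without a filter on low counts. The effect of candesartan in sham mice differed from that in hippocampus in 93 genes in thalamus (32) and 131 in hypothalamus (60) by DESeq2.

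Libraries in the fit. With only the 2 groups compared, which leaves fewer libraries to estimate the spread, the counts were 3 (50) and 27 (70) for TBI + VH and TBI + CD thalamus at 3 dpi, 42 (89) and 9 (20) for the same groups of hippocampus at 29 dpi, and 2 (1) and 1 (0) for TBI + VH and Sham + CD hypothalamus at 29 dpi.

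Choroid plexus score as a covariate in the hippocampus. At 3 dpi it gave 679 (1796) in TBI + VH, 632 of them among the 1796, 0 (251) in Sham + CD, with 855 at an unadjusted p under 0.05, and 1287 (2030) in TBI + CD, 1152 of them among the 2030. At 29 dpi it gave 1 (0) between TBI + CD and TBI + VH, the transcript GU332589. The score went with the groups at 3 dpi, so the covariate also takes up part of any effect of injury or candesartan. The genes of the score were left out of these fits and could not be called in them. The interaction at 3 dpi had 0 genes with it.

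Genes called in both or 1 of the injured groups. At 3 dpi the covariate gave 648 (1383) shared higher genes, 15 (124) and 532 (336) higher only in TBI + VH and only in TBI + CD, 9 (147) shared lower genes, and 7 (142) and 98 (164) lower in 1 group only. The FDR alone gave 282 shared lower genes and 231 and 499 lower in TBI + VH only and TBI + CD only, and fits of only the groups compared 63 shared and 100 in TBI + CD only. At 29 dpi the shared higher genes (18) were 42 by DESeq2, 32 with shrunken fold changes and 9 with only the groups compared. The genes higher only in TBI + VH (70) were 33 with only the groups compared. Those higher only in TBI + CD (1) were 7 by DESeq2, 5 shrunken, 2 without a filter, 2 with the covariate and 0 with only the groups compared. Those lower only in TBI + VH (1) were 9 by DESeq2, 2 shrunken, 2 with RLE factors, 0 without a filter, 4 with the covariate and 0 with only the groups compared, and those lower only in TBI + CD (1) were 3, 3 shrunken and 0 with only the groups compared.

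Single libraries, counts. Without 1 library at a time Sham + CD hippocampus at 3 dpi (251) gave 0 to 553: 553 without Sham + VH replicate 3, 1 without Sham + VH replicate 1 or Sham + CD replicate 3, 2 without Sham + CD replicate 1, and 0 without the other 4 libraries. Thalamus at 3 dpi gave 24 to 79 in TBI + VH (50), with 24 without Sham + VH replicate 2 or TBI + VH replicate 1 or 2, 31 and 26 without Sham + VH replicates 3 and 4 and 79 without TBI + VH replicate 4. It gave 31 to 65 in TBI + CD (70), with 38 without Sham + VH replicate 2, 31 without Sham + VH replicate 3 or 4 or TBI + CD replicate 3, and 39 without TBI + CD replicate 1. Hippocampus of TBI + CD at 29 dpi (20) gave 6 to 25, with 10, 6 and 9 without Sham + VH replicates 2, 3 and 4 and 10, 9 and 11 without TBI + CD replicates 2, 3 and 4. Thalamus of TBI + CD at 29 dpi (0) gave 0 to 10, with 1 without Sham + VH replicate 1 and 10 without TBI + CD replicate 1. Hypothalamus of TBI + VH at 29 dpi (1) gave 0 to 1, with 0 without any Sham + VH library or TBI + VH replicate 1, 2 or 3.

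Single libraries, unique and shared genes. At 3 dpi the genes higher only in TBI + VH (124) were 60 to 254, with 60, 193 and 74 without TBI + VH replicates 1, 2 and 3 and 254 and 206 without TBI + CD replicates 3 and 4. Those higher only in TBI + CD (336) were 177 to 566, with 549 and 566 without TBI + VH replicates 1 and 3 and 177 without TBI + CD replicate 3. The shared lower genes (147) were 58 to 297, with 59, 78, 297 and 63 without Sham + VH replicates 1 to 4, 96 without TBI + VH replicate 1 or 3, and 278, 80, 62 and 58 without TBI + CD replicates 1 to 4. Those lower only in TBI + VH (142) were 73 to 253, with 73, 226, 253 and 229 without TBI + CD replicates 1 to 4, and those only in TBI + CD (164) 66 to 225, with 105 without Sham + VH replicate 3 and 66 and 106 without TBI + CD replicates 3 and 4. At 29 dpi the shared higher genes (18) were 5 to 22, with 8, 5 and 7 without Sham + VH replicates 2, 3 and 4 and 8, 7 and 9 without TBI + CD replicates 2, 3 and 4. Those only in TBI + VH (70) were 44 to 74, with 44 without TBI + VH replicate 4. Those only in TBI + CD (1) were 0 to 3, with 3 without Sham + VH replicate 1 or TBI + CD replicate 1 and 0 without Sham + VH replicate 3. The lower genes only in TBI + VH (1) were 0 to 3, with 2 and 3 without Sham + VH replicates 1 and 3, 3 without TBI + VH replicate 3 and 0 without TBI + CD replicate 3 or 4, and those only in TBI + CD (1) were 1 to 2, with 2 without TBI + CD replicate 1.

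Single libraries, interaction and regions. The interaction at 3 dpi (0 by edgeR, 2196 at an unadjusted p under 0.05) gave 0 to 447, with 447 without Sham + VH replicate 3, 143 and 50 without TBI + CD replicates 2 and 3, 22 without TBI + VH replicate 1 and 1 without Sham + CD replicate 1. The effect of candesartan in sham mice against the thalamus (32) gave 10 to 244, with 18, 244 and 10 without Sham + VH replicates 2, 3 and 4 and 15 without Sham + CD replicate 2 or 4. Against the hypothalamus (60) it gave 22 to 248, with 30, 37, 248 and 22 without Sham + VH replicates 1 to 4 and 36 and 28 without Sham + CD replicates 3 and 4. The effect of injury against the thalamus (723) gave 466 to 974, with 466 without TBI + VH replicate 3.

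Single libraries, genes and scores. Vim in TBI + CD at 29 dpi had log2 fold changes of 0.97 to 1.16 and was not called without Sham + VH replicate 2, 3 or 4 or TBI + CD replicate 2 or 3. The differences in the choroid plexus score at 3 dpi were -3.88 to -2.79 in TBI + VH and -4.10 to -3.02 in Sham + CD. The exact p was 0.0571 without any 1 of the TBI + VH replicates in the first and without any 1 of the Sham + CD replicates in the second. For the list without the paper's genes the difference in TBI + VH was -1.93 (exact p = 0.0571). For the motile cilia score at 3 dpi the differences were -0.47 to -0.29 in TBI + VH, -0.90 to -0.62 in Sham + CD, -1.0 to -0.56 in TBI + CD and -0.62 to -0.18 between TBI + CD and TBI + VH. The exact p became 0.0286 without TBI + VH replicate 4 (-0.47) in the first and without TBI + CD replicate 1 in the last 2 (-1.0 and -0.62), and 0.0571 in Sham + CD without Sham + VH replicate 3 (-0.77) or 4 (-0.70).

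Gene lists past the FDR, of 20 per comparison in the hippocampus. Camera with its preset correlation called 13 in TBI + VH (fry 6), 9 in Sham + CD (0) and 13 between TBI + CD and TBI + VH (0) at 3 dpi, and 11 (3), 10 (0), 9 in TBI + CD (3) and 11 (1) at 29 dpi. With the correlation estimated for each list it called 2 in TBI + VH (6) and 3 in TBI + CD (8) at 3 dpi, and 0 between TBI + CD and TBI + VH (1) at 29 dpi. Camera compares a list with the other genes and fry with no change, which is a difference in construction.

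Choice of genes in clustering. With the 1000 most variable genes the hippocampal branches at 3 dpi matched injury in 10 of 16 libraries (16) and the share of injury at 29 dpi was 13.1% (exact p = 0.0668; reported 11.8%). With genes ranked on linear CPM the share of candesartan at 3 dpi was 7.73% (exact p = 0.0571; reported 13.6%).

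No pairing of the libraries by replicate number was found, but it is not excluded. Correlations of the deviations of same-numbered libraries were -0.57 to 0.68 between groups of a region (mean 0.05, against -0.02 for other numbers). Between regions they were -0.30 to 0.57 (mean 0.07, against -0.02). In 0 of 36 and 0 of 24 pairs of groups did all 4 numbers exceed 0.1. The lowest mean of a pair of regions was -0.12 (hippocampus and hypothalamus, TBI + CD at 3 dpi). The highest was 0.28 (thalamus and hypothalamus, TBI + VH at 29 dpi). With the number as a replicate block the interaction at 3 dpi had 108 genes and 2 genes were lower only in TBI + VH at 29 dpi. The genes higher in Sham + CD hippocampus at 3 dpi were 29 (14), those lower in TBI + VH hippocampus at 29 dpi 2 (1) and those lower in TBI + CD thalamus at 3 dpi 1 (0). No other count of genes called between 2 groups moved by more than 1.5 times with the block.

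Depth limits what can be called. Total counts of the hippocampal libraries at 29 dpi ran from 6663629 to 38589791, so genes with few counts are measured less precisely in the smaller ones, and on simulated counts at 3 dpi edgeR found 47% of the genes with a log2 fold change of 0.5. Every alternative set beforehand was run.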

Differences from the paper's values

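No test in this part was chosen after the result was seen, the alternatives were set before the data were examined, and none was chosen because it comes closer to the paper.

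Sham + CD hippocampus at 3 dpi: the paper gives 384 DEGs where edgeR called 251. The difference is under the limit of 1.5 times with the FDR alone (276), DESeq2 (450), DESeq2 with shrunken fold changes (430), no filter on low counts (315), the replicate number as a block (296) and without Sham + VH replicate 3 (553). It is over it with RLE factors (254), with only the 2 groups compared, with the choroid plexus score as covariate (0, with 855 genes at an unadjusted p under 0.05) and without any other 1 library. For the up-regulated genes the paper gives 26 and edgeR 14. The alternatives within the limit are the FDR alone (24), DESeq2 (36), shrunken fold changes (29), the replicate block (29), only the 2 groups compared (25) and without Sham + VH replicate 3 (27), and the other 10 are not. For the down-regulated genes the paper gives 358 and edgeR 237. Within the limit are the FDR alone (252), DESeq2 (414), shrunken fold changes (401), RLE factors (240), no filter (302), the replicate block (267) and without Sham + VH replicate 3 (526), and the other 9 are not.

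TBI + CD against TBI + VH hippocampus at 3 dpi: the paper gives 1 DEG, Kcnh7, and edgeR called 0, with 732 genes at an unadjusted p under 0.05. The count was 0 under each of the 16 alternatives, DESeq2 with and without shrunken fold changes among them, and Kcnh7 (log2 fold change -0.67, FDR 0.999) was called under none of them. In Sham + CD the call of Kcnh7 and its direction match the paper.

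TBI + CD hippocampus at 29 dpi: the paper gives 40 DEGs and edgeR called 20. DESeq2 with shrunken fold changes gave 40 and DESeq2 52, within the limit, and the other 14 alternatives did not come within it. Sham + CD hippocampus at 29 dpi: the paper gives 1, which is Arc, and edgeR called 0, with 810 genes at an unadjusted p under 0.05. DESeq2 called 2 with and without shrunken fold changes, Arc among them each time, and none of the 16 alternatives gave a count within the limit.

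Hypothalamus at 29 dpi: for Sham + CD the paper gives 1, Egr1, and edgeR called 0, with 2269 genes at an unadjusted p under 0.05. With only the 2 groups compared edgeR called 1, Egr1. DESeq2 called 9, with Egr1 among them, and 0 with shrunken fold changes, and the other alternatives were not within the limit either. For TBI + VH the paper gives 2, Malat1 and BC071253, and edgeR called 1, Malat1. DESeq2, DESeq2 with shrunken fold changes and edgeR with only the 2 groups compared called 2, the same genes, and the other 12 alternatives did not. For TBI + CD the paper gives 1, Egr1, and edgeR called 0, with 662 genes at an unadjusted p under 0.05. DESeq2 called 1, Egr1, with and without shrunken fold changes, and the other 13 did not.

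Hypothalamus of TBI + CD at 3 dpi: the paper gives 1, C4b, and edgeR called 0, with 653 genes at an unadjusted p under 0.05. DESeq2 with shrunken fold changes called 1, C4b, DESeq2 called 3 with C4b among them, and none of the others was within the limit. Thalamus of TBI + CD at 29 dpi: the paper gives 5, and edgeR called 0, with 815 genes at an unadjusted p under 0.05. DESeq2 with shrunken fold changes called 5, the paper's Malat1, Ddit4, Arl4d, Nfkbia and Dock2, while DESeq2 called 22 and none of the others was within the limit. Thalamus of Sham + CD at 3 dpi: the paper's Supplementary Table 1 lists 3, Kif13b, Gjc3 and Adamts4, and edgeR called 0, with 1152 genes at an unadjusted p under 0.05. DESeq2 called 9 and with shrunken fold changes 5, the paper's 3 genes among them each time, and none of the alternatives gave a count within the limit.

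The log2 fold changes in the paper's Supplementary Table 1 are smaller than those of edgeR. At 3 dpi in TBI + VH the paper has 1.49 for Lyz2 (edgeR 3.68), 1.67 for Gpnmb (3.30), 2.62 for C4b (2.88) and 2.51 for Vim (3.85). In TBI + CD the paper has 1.48 for Lyz2 (edgeR 3.66), 1.55 for Gpnmb (3.11), 2.65 for C4b (2.90) and 2.50 for Vim (3.83). At 29 dpi in TBI + VH the paper has 1.11 for Lyz2 (edgeR 2.67), 1.11 for Gpnmb (2.33), 1.04 for C4b (1.85), 0.96 for Vim (1.73) and 0.44 for Gfap (1.40). In TBI + CD it has 0.63 for Lyz2 (1.73), 0.58 for Gpnmb (1.38), 0.80 for C4b (1.47) and 0.54 for Vim (1.03). For each of these 17 values DESeq2 with shrunken fold changes gives the paper's value, and the other 14 alternatives do not come within the error of it.

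Beyond these values, the paper names 8 hub genes for the unique up-regulated DEGs of TBI + CD. Of these Vcl, Fn1 and Rfc3 were called only in TBI + CD by edgeR, Pcna and Flna in both injured groups, and Actg1 (0.11, FDR 0.259), Itga1 (0.49, FDR 0.0534) and Col3a1 (0.97, FDR 0.0837) in neither. The paper counts Itgax among the genes raised at 29 dpi in TBI + VH alone. edgeR called it in TBI + VH (4.65) and in TBI + CD (3.67), and Supplementary Table 1 lists it for both. Its other microglial genes named there, among them Trem2, Spp1, Tlr7 and Csf1r, were called in TBI + VH only. Figure 6C marks Lyz2, Gpnmb, C4b and Vim as different between the injured groups at 29 dpi. By the 2-sided exact permutation test on CPM p was 0.0286 for Lyz2, 0.0286 for Gpnmb, 0.171 for C4b and 0.0571 for Vim, all 4 were lower in TBI + CD, and by edgeR none passed an FDR of 0.05.

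Of the genes in the paper's Supplementary Table 1 that were tested here, edgeR also called 1229 of 1261 higher and 235 of 269 lower genes in TBI + VH at 3 dpi, 1404 of 1438 and 240 of 282 in TBI + CD, and 10 of 25 and 206 of 354 in Sham + CD. At 29 dpi it called 69 of 87 higher genes in TBI + VH and 17 of 37 in TBI + CD. The columns of up-regulated genes in TBI + CD at 29 dpi hold 126 genes for the hippocampus, 93 for the thalamus and 90 for the hypothalamus, of which 89 in each repeat genes and values of the hippocampus at 3 dpi and were left out.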

Other observations

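The tests of the choroid plexus in TBI + CD replicate 1, of carried-over hippocampal tissue and of gene length and the counts over other splits of the libraries were chosen after the result was seen.

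Other splits of the 8 libraries of each comparison into groups of 4 (35 with the real one) were set beside each count. In the hippocampus 1 of 35 splits, the real one, gave as many DEGs for TBI + VH at 3 dpi (largest other count 174), for TBI + CD at 3 dpi (300), for TBI + VH at 29 dpi (1) and for TBI + CD at 29 dpi (0), which excludes chance for these counts. In the thalamus at 3 dpi the real split of TBI + CD was again 1 of 35 (largest other 25), while for TBI + VH 2 of 35 gave as many, one of them 189, so that chance cannot be excluded there. Where edgeR called 0 genes, 35 of 35 splits gave as many by definition. Other splits then reached 620 genes for TBI + CD against TBI + VH hippocampus at 3 dpi and 977 and 1559 for Sham + CD and TBI + CD hypothalamus at 3 dpi, where the real groups had 732, 361 and 653 genes at an unadjusted p under 0.05 and DESeq2 called 0, 0 and 3.

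For the genes called in only 1 of the injured groups, chance cannot be excluded in any case. Redividing the 8 injured hippocampi at 3 dpi gave as many higher genes (460 in the real groups) in 17 of 35 splits and as many lower genes (306) in 20 of 35, with up to 951 and 563. At 29 dpi it was 4 of 35 for the 71 higher genes, with up to 92, and 11 of 35 for the 2 lower genes, with up to 4. Simulations of 1 identical effect in both groups at 29 dpi were a setting added after the counts were seen. In them 3 to 15 genes were called higher only in TBI + VH and 4 to 17 only in TBI + CD, where the libraries gave 70 and 1. They gave 40 to 52 and 39 to 58 genes in all, where the libraries gave 89 and 20. Shared genes numbered 31 to 44, where the libraries gave 18, and the correlations across genes were 0.566 to 0.644, where they gave 0.687.

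The hypothesis that choroid plexus in TBI + CD replicate 1 kept genes from being called lower in TBI + CD, and so made them appear lower only in TBI + VH at 3 dpi, was tested by leaving that library out. The genes called lower only in TBI + VH then numbered 73, against 142 with it and 226, 253 and 229 without TBI + CD replicates 2, 3 and 4. A candidate explanation for a large part of that list is therefore the tissue content of 1 library, and a weaker effect of injury on these genes under candesartan stays open for the others.

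Among the gene lists compared between TBI + CD and TBI + VH, the real groups gave the smallest fry p of 35 splits for disease-associated microglia at 29 dpi (1 of 35, the smallest share possible; median -0.23, 23 of 24 genes lower). This list was examined because it was the 1 of 20 past the FDR by fry, and the splits do not allow for the choice among 20 lists, so chance stays open for it. For reactive astrocytes at 29 dpi 2 of 35 and for interferon response genes at 3 dpi 9 of 35 gave a p as small, and chance cannot be excluded. A lower microglial response at 29 dpi under candesartan may underlie the first of these. It rests on lists and not on single genes by edgeR, and camera with an estimated correlation called 0 of 20 lists in this comparison, with 11 of 20 called at its preset correlation and 1 by fry. A smaller share of microglia and a smaller change in each cannot be separated in whole tissue.

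The interaction of candesartan with injury in the hippocampus had 0 genes by edgeR at both time points, with 2196 and 890 at an unadjusted p under 0.05, and 364 and 3 by DESeq2. All of the 100 splits drawn gave at least 0 genes (100 of 100 at 3 dpi and at 29 dpi), and the largest counts were 14 and 103. The 2196 genes at 3 dpi were the most in any of the 100 (largest other 2124), while at 29 dpi 38 of 100 gave as many as the 890 (largest other 2269). Without Sham + VH replicate 3 edgeR called 447 at 3 dpi, 143 without TBI + CD replicate 2, 50 without TBI + CD replicate 3, 22 without TBI + VH replicate 1 and 1 without Sham + CD replicate 1.

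Hippocampal tissue carried into the thalami of injured mice was tested as the source of the 50 genes called there in TBI + VH at 3 dpi. It is argued against. The called genes would need a median of 17.8% of hippocampal RNA (5.43% to 50%), which would raise 8 genes of hippocampal neurons by a median of 1.75, but these changed by a median of 0.03 (-0.49 to 0.17), and 8 of 8 lay below the level that share would give. Neurod6, which would rise by 4.81, changed by -0.49, and Hpca by 0.09 instead of 2.16. A glial response in the thalamus itself stays open as a biological explanation. The count was 24 without Sham + VH replicate 2 or TBI + VH replicate 1 or 2, 31 and 26 without Sham + VH replicates 3 and 4, and 79 without TBI + VH replicate 4.

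The 14 genes higher in Sham + CD hippocampi at 3 dpi are long: 10 of them have a length in the annotation, with a median of 285 kb against 24.6 kb for all genes. A length bias between libraries is argued against as the whole cause. The longest 10% of all genes had a median log2 fold change of 0.09 and the shortest -0.08 (Spearman correlation of 0.27 across genes, which are not independent), a trend in the direction of the called genes. When each library was corrected for its trend over length, the medians became 0.01 and 0.00, and the 10 genes had a median of 0.41 (0.23 to 0.72), against 0.46 before, with 8 of 10 still called. With lengths over exons the median of the 10 was 0.40, with 6 of 10 still called. A change with candesartan stays open, and so does the part of the change that the correction removed.

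Oligodendrocyte genes were higher by a median of 0.40 in TBI + VH and 0.05 in TBI + CD hippocampi at 3 dpi, and 20 of 20 were lower in TBI + CD than in TBI + VH, by a median of -0.35 (fry FDR 0.338, which fails the correction). Genes that respond to glucocorticoids rose by a median of 0.28 in TBI + VH (FDR 0.000214) and 0.43 in TBI + CD (FDR 5.77e-05), with a difference of 0.12 (FDR 0.0921). The 4 tested genes of red blood cells changed by -0.63 in TBI + VH and 0.54 in TBI + CD, with 4 of 4 higher in TBI + CD than in TBI + VH by a median of 1.18. In the thalamus at 3 dpi the choroid plexus genes were lower in each group than in Sham + VH, by medians of -1.43 in TBI + VH, -1.34 in Sham + CD and -1.57 in TBI + CD (28 of 28 genes each; fry FDR 0.22, 0.228 and 0.165). No explanation was tested for these values.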
